# Qishen Yiqi Dripping Pill Protects Against Diabetic Nephropathy by Inhibiting the Wnt/β-Catenin and Transforming Growth Factor-β/Smad Signaling Pathways in Rats

**DOI:** 10.3389/fphys.2020.613324

**Published:** 2021-02-19

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** TGF-β, Smad, β-catenin, diabetic nephropathy, Wnt

## Abstract

Diabetic nephropathy is a severe microvascular complication of diabetes. Qishen Yiqi dripping pill (QYDP) has been reported to be a renal protective drug. However, the mechanisms remain unclear. This study was performed to investigate the mechanisms. In this study, Sprague-Dawley rats were injected with streptozotocin to generate a diabetes model. Diabetic rats were administered 150 or 300 mg/kg/day QYDP. After 8 weeks of treatment, serum creatinine, serum blood urea nitrogen, and 24-h urinary albumin were measured. Kidney histological staining and immunostaining were analyzed. Then, the renal tissue was analyzed with a genome expression array. The results showed that QYDP treatment reduced serum creatinine, blood urea nitrogen, and 24-h urinary albumin and improved kidney histology and fibrosis. The gene array revealed that the expression of 189 genes was increased, and that of 127 genes was decreased in the high dosage QYDP group compared with the diabetic group. Pathway and gene ontology analyses showed that the differentially expressed genes were involved in the Wnt/β-catenin and transforming growth factor-β (TGF-β)/Smad2 signaling pathways. QYDP reduced the renal Wnt1, catenin β1, Tgfb1, and Smad2 gene expression and β-catenin, TGF-β, Smad2, collagen I, α-smooth muscle actin, and fibronectin protein expression in diabetic rats. Our results provide the first evidence that QYDP performs its renal-protective function by inhibiting the Wnt/β-catenin and TGF-β/Smad2 signaling pathways in diabetic rats.

## Introduction

In 2019, the International Diabetes Federation announced that diabetes affects approximately 463 million people worldwide. The number of affected individuals will reach 702 million by the year 2045 (Williams et al., 2020). Chronic tissue complications from diabetes worsen the health status of patients. Diabetic nephropathy (DN) is one of the most important microvascular complications. It is estimated that more than 20% of diabetic patients will develop chronic kidney disease (CKD) (Nelson et al., 1996). Nephropathy contributes to the development of a cardiovascular disease, resulting in increased all-cause mortality (Go et al., 2004).

The pathological characteristics of DN include the accumulation of extracellular matrix (ECM) in the glomerulus and tubules of the kidney, which leads to proteinuria and renal failure. Several pathways have been implicated in the underlying mechanisms of DN progression, such as oxidative stress (Baynes, 1991), inflammation (Mariappan, 2012), accumulation of advanced glycation end products (AGEs) (Brownlee et al., 1988), activation of protein kinase C (Koya et al., 1997), reactive oxygen species (Ha et al., 2008), and endoplasmic reticulum (ER) stress (Cybulsky et al., 2011).

Qishen Yiqi dripping pill (QYDP) is a traditional Chinese medicine compound that comprises Radix Astragali (*Astragalus penduliflorus* Lam.), redroot sage (*Salvia miltiorrhiza* Bunge), pseudoginseng (*Panax pseudoginseng* Wall.), and fragrant rosewood (*Dalbergia odorifera* T.C. Chen). QYDP is approved by the State Food and Drug Administration of China (state medical license no. Z20030139). A clinical trial showed that QYDP treatment reduced the urinary album excretion rate in diabetic patients (Yongbin Chen, 2011). QYDP intervention attenuated renal interstitial fibrosis in CKD model rats induced by unilateral ureteral obstruction surgery (Zhou et al., 2016). However, little is known about the mechanism of QYDP in the diabetic model.

The systematic principle of Chinese medicine raises the theory that traditional Chinese medicines have the integrated functions of all their constituents. Thus, we hypothesized that QYDP has multiple targets in the kidney and moderates the kidney function in diabetic rats. To identify these pathways, we used a genome-wide array approach to analyze gene expression changes in the kidney and pathway analysis to gain deep insight into the gene expression alternations.

## Materials and Methods

### Medicine

Qishen Yiqi dripping pill contains Radix Astragali (*A. penduliflorus* Lam., 62.24%), redroot sage (*S. miltiorrhiza* Bunge, 31.12%), pseudoginseng (*P. pseudoginseng* Wall., 6.22%), and fragrant rosewood (*D. odorifera* T.C. Chen, 0.42%). QYDP was provided by Tasly Pharmaceutical Group Co., Ltd. (Tianjin, China). All voucher specimens (no. QYDP19A-QYDP19D) were deposited at the Department of Endocrinology, Peking Union Medical College Hospital, Beijing, China. Detailed information about the four herbs is presented in Supplementary Table 1. The quality of the herbs and herbal extracts was consistent with the standards of Chinese Pharmacopoeia (2015). The four-component herbs, Radix Astragali (1,800 g), redroot sage (900 g), pseudoginseng (180 g), and fragrant rosewood (12 g), were soaked in 60% ethanol for 1 h and extracted twice by refluxing for 2 h. The condensed extracts were mixed with dextrin and sugar powder to produce QYDP.

### Ultra-Performance Liquid Chromatography Analysis of Qishen Yiqi Dripping Pill

Qishen Yiqi dripping pill powder (0.3 g) was dissolved in methanol and then filtered through a 0.22-μm filter membrane. QYDP was characterized using a Waters Acquity Ultra-Performance Liquid Chromatography (UPLC) (Waters Corp., Milford, MA, United States) with a symmetrical C18 column (100 × 2.1 mm i.d., particle size 1.7 μm, Waters Corp., Milford, MA, United States). The column was eluted at 30°C with a detection wavelength of 203 nm and an injection volume of 2 μl. The flow rate of the mobile phase of acetonitrile (A) and water (B) was set at 0.2 ml/min. Gradient separation was based on the following: 0–2 min, 15% A; 2–3 min, 15–18% A; 3–10 min, 18–20% A; 10–12 min, 20–25% A; 12–13.5 min, 25–34% A; 13.5–19 min, 34% A; 19–19.1 min, 34–90% A; 22–22.1 min, 90–15% A, 22.1–25 min, 15% A.

### Animal Treatments and Diet

A total of twenty four 5-week-old male Sprague-Dawley (SD) rats were purchased from the Institute of Laboratory Animal Sciences, Chinese Academy of Medical Sciences and Peking Union Medical College, Beijing, China and provided with a standard diet and water. The rats were kept under a 12-h light/12-h dark cycle and at 24°C. This study was conducted in strict accordance with the recommendations and with the approval of the Animal Care Committee of the Peking Union Medical Hospital Animal Ethics Committee (Project XHDW-2015-0051, 15 February 2015), and all efforts were made to minimize suffering. Diabetes was induced by injection of streptozotocin (Sigma-Aldrich, St. Louis, MO, United States) at a dose of 60 mg/kg body weight. The rats with fasted blood glucose levels > 11.1 mmol/L were considered diabetic. Diabetic rats were divided into three groups: a vehicle-treated group [diabetes mellitus (DM) group, *n* = 6], low dosage of Qishen Yiqi dripping pill group (*n* = 6), and high dosage of QishenYiqi dripping pill group (HQYDP group, *n* = 6). The typical human daily dose of QYDP is 1.5 g per 60 kg of body weight. Thus, according to the formula d_rat_ = (37 × d_human_)/6, the corresponding dose of QYDP for rats is 154.2 mg/kg per day. Previous reports show that there is no toxic reaction in rats treated with 4,000 mg/kg QYDP for 26 weeks (Wang et al., 2019). Therefore, the low dosage of Qishen Yiqi dripping pill and HQYDP groups were orally administered QYDP (Tasly Pharmaceutical Group Co., Ltd., Tianjin, China) at 150 and 300 mg/kg/day by gavage, respectively. The DM group and normal control (NC) group were given an equal volume of saline. All rats were anesthetized *via* intraperitoneal injection of sodium pentobarbital (150 mg/kg) and then killed at the eighth week after treatment. The kidneys were immediately collected.

### Blood Sample Analysis and Sample Preparation

After 6 h of fasting, blood was collected through the intraorbital retrobulbar plexus. For 24-h urine collection, the rats were housed in individual metabolic cages at the end of the 8-week treatment. Urine was centrifuged at 3,000 × *g* for 10 min at room temperature. Blood glucose, serum creatinine, blood urea nitrogen (BUN), and urine albumin levels were measured with a Beckman biochemical analyzer (Counter, AU5800, Germany).

### Histological Examination of the Kidney

Kidneys were fixed in formalin and then embedded in paraffin. Five-micrometer-thick sections were stained with periodic–acid Schiff (PAS) and Masson’s trichrome stain. Using PAS staining, the glomerular score of each rat was calculated as the arithmetic mean of 60 glomeruli (400× magnification) (el Nahas et al., 1987). The tubulointerstitial damage score (dilatation, atrophy, hyaline in the tubular lumen, visible detachment of tubular cells, interstitial infiltration of mononuclear cells, and interstitial fibrosis) was assessed as previously described (Piecha et al., 2008).

### RNA Extraction and Gene Array Analysis

Total RNA was extracted from the kidney cortex using a mirVana^TM^ RNA isolation kit (Ambion, Sãn Paulo, Brazil). Double-stranded complementary DNA (cDNA) was synthesized from RNA. Then, biotinylated cDNA was hybridized to an Affymetrix GeneChip Rat Gene 2.0 ST whole transcript-based array (Affymetrix Technologies, Santa Clara, CA, United States). Genes that had a *p-*value < 0.05 and a fold change > 1.5 were selected. The data obtained have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (accession number GSE134072).

The Database for Annotation, Visualization, and Integrated Discovery web-based software tool was used to perform gene ontology (GO) enrichment analysis. In addition, pathway enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used to identify significant pathways.

### Real-Time PCR Analysis

cDNA was synthesized using SuperScript II reverse transcriptase (Life Technologies, Carlsbad, CA, United States). Real-time PCR was performed using a Real-time PCR Mater Mix Kit (Applied Biosystems, Foster City, CA, United States) and ABI SYBR Mix (Applied Biosystems, Foster City, CA, United States). The specific primers are listed in Table 1. Data were analyzed using the ΔΔCt method with glyceraldehyde 3-phosphate dehydrogenase as the constitutive marker.

**TABLE 1:** Oligonucleotide sequences for qPCR analysis.

Gene symbol	Gene bank ID	Forward primer	Reverse primer	Product size (bp)
Wnt1	NM_001105714	TCTTCTCGGGA GACCCCTTT	ATACCACAGGG ACAGCAACG	124
Ctnnb1	NM_053357	ATCATTCTGGCC AGTGGTGG	GACAGCACCTTC AGCACTCT	104
Tgfb1	NM_021578	AGGGCTACCAT GCCAACTTC	CCACGTAGTAG ACGATGGGC	168
Smad2	NM_001277450	GCCGCCCGAA GGGTAGAT	TTCTGTTCTCC ACCACCTGC	164

*Wnt1, Wnt family member 1; Ctnnb1, catenin beta 1; Tgfb1, transforming growth factor beta 1.*

### Immunohistochemistry for Transforming Growth Factor-β, β-Catenin, and Smad2 in the Kidney

Five-micron-thick renal sections were deparaffinized, rehydrated, and immersed in phosphate-buffered saline. Then, the sections were stained with anti-TGF-β (1:100, Santa Cruz Biotechnology, Dallas, TX, United States), anti-β-catenin (1:100, Santa Cruz Biotechnology, Dallas, TX, United States), and anti-Smad2 (1:100, Santa Cruz Biotechnology, Dallas, TX, United States) antibodies at 4°C overnight. Tissue sections were then incubated with a horseradish peroxidase-conjugated secondary antibody (1:2,000, Santa Cruz Biotechnology, Dallas, TX, United States) for 1 h at room temperature. Immuno-labeling was visualized with 0.05% diaminobenzidine. A digital microscope (Nikon, Tokyo, Japan) was used to analyze sections at 400 × magnification to identify positive cells.

### Western Blot Analysis

Kidneys were homogenized in radioimmunoprecipitation assay buffer (Millipore, Bedford, MA, United States) to obtain total proteins. Total protein (30 μg) was loaded in 10% sodium dodecyl sulfate-polyacrylamide gels and transferred to polyvinylidene fluoride membranes (Bio-Rad, Hercules, CA, United States). Then, the membranes were blocked in Tris-buffered saline with skim milk for 1 h, followed by overnight incubation at 4°C with rabbit anti-TGF-β (1:1,000, Abcam, Cambridge, United Kingdom), rabbit anti-β-catenin (1:1,000, Abcam, Cambridge, United Kingdom), rabbit anti-Smad2 (1:1,000, Abcam, Cambridge, United Kingdom), rabbit anti-collagen I (1:1,000, Abcam, Cambridge, United Kingdom), rabbit anti-α-smooth muscle actin (α-SMA, 1:1,000, Abcam, Cambridge, United Kingdom), or rabbit anti-fibronectin (FN, 1:1,000, Abcam, Cambridge, United Kingdom) antibody. After washing, the membranes were incubated with horseradish peroxidase-conjugated secondary antibody (1:3,000, Santa Cruz Biotechnology, Santa Cruz, CA, United States) for 2 h at room temperature. After another wash, membranes were developed using an enhanced chemiluminescence (Cell Signaling Technology, Danvers, MA, United States) assay. Bound proteins were scanned with an Epson V300 scanning system (Epson, Suwa, Japan). The density of protein bands was quantified with AlphaEaseFC software (Alpha Innotech, San Leandro, CA, United States). The housekeeping protein β-actin (1:3,000, Abcam, Cambridge, United Kingdom) was used for normalization.

### Statistical Analysis

Data are shown as the mean ± SD. Statistical analyses were calculated with two-way ANOVA followed by Tukey’s *post hoc* test among the four groups. The Student’s *t*-test was used to analyze differences between different groups. GraphPad Prism 6 (GraphPad Software Inc., CA, United States) was used for data analysis. *P* < 0.05 was considered to indicate significance.

## Results

### Ultra-Performance Liquid Chromatography Analysis of Qishen Yiqi Dripping Pill

Six main QYDP components were confirmed by UPLC analysis. The UV detector for UPLC analysis was set to 203 nm according to the standard maximum absorption rate. The UPLC analysis of QYDP is presented in Figures 1A,B. The six main QYDP constituents are (1) salvianic acid (3.942 mg/g), (2) calycosin glycoside (0.2656 mg/g), (3) notoginseng R1 (0.618 mg/g), (4) Ginsenoside Rg1 (2.204 mg/g), (5) Ginsenoside Re (0.4484 mg/g), and (6) Ginsenoside Rb1 (1.9 mg/g).

**FIGURE 1:**
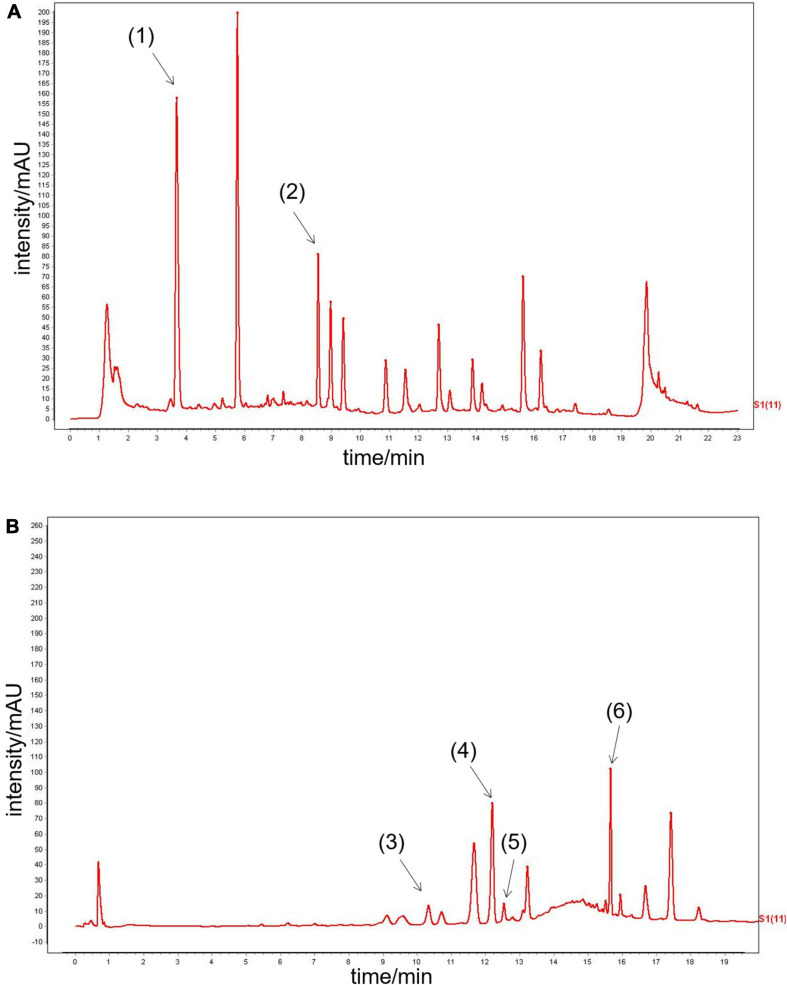
UPLC analysis of QYDP. **(A)** (1) salvianic acid, (2) calycosin glycoside, **(B)** (3) notoginseng R1, (4) Ginsenoside Rg1, (5) Ginsenoside Re, and (6) Ginsenoside Rb1.

### Effect of Qishen Yiqi Dripping Pill on Body Weight and Fasting Blood Glucose

The DM group showed decreased body weight compared with that of the NC group (*p* < 0.01, Figure 2A). QYDP did not change the body weight of diabetic rats (*p* > 0.05, Figure 2A). The DM group had higher fasting blood glucose (*p* < 0.01, Figure 2B) than the control group. QYDP did not reduce fasting blood glucose in diabetic rats (*p* > 0.05, Figure 2B).

**FIGURE 2:**
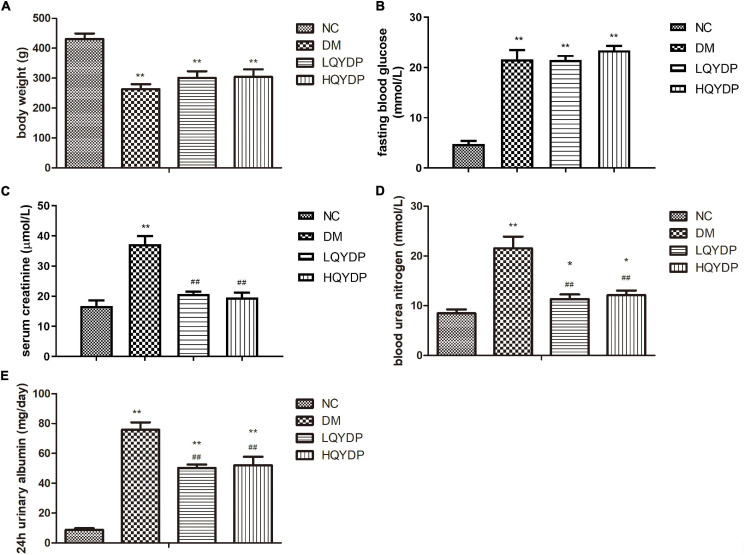
Effect of QYDP on **(A)** body weight, **(B)** fasting blood glucose, **(C)** serum creatinine, **(D)** blood urea nitrogen, and **(E)** 24-h urinary albumin in rats. Values are mean ± SD (*n* = 6); **p < 0.01, *p < 0.05 compared with NC group; ##*p* < 0.01 compared with DM group. QYDP, Qishen Yiqi dripping pill; NC, normal control; DM, diabetes mellitus; LQYDP, low dose of Qishen Yiqi dripping pill; HQYDP, high dose of Qishen Yiqi dripping pill.

### Effect of Qishen Yiqi Dripping Pill on Renal Function Parameters

Serum creatinine, BUN, and 24-h urinary albumin levels were significantly increased in the DM group (*p* < 0.01, Figures 2C–E). QYDP treatment decreased serum creatinine, BUN, and 24-h urinary albumin levels (*p* < 0.01, Figures 2C–E). These results suggest that QYDP moderated renal function in diabetic rats.

### Effect of Qishen Yiqi Dripping Pill Treatment on Histopathological Changes in Renal Tissue

With PAS staining, both a higher glomerular lesion score and higher tubulointerstitial lesion score were observed in diabetic rats compared with normal rats (*p* < 0.01, Figures 3A,C). Glomerular hypertrophy and tubulointerstitial changes were mostly prevented by QYDP treatment (*p* < 0.01, Figures 3A,C). Further examination of Masson’s-stained renal tissue sections showed that the diabetic rats presented more collagen fibers in the glomerular mesangium and basement membrane (*p* < 0.01, Figures 3B,D). QYDP treatment significantly attenuated collagen deposition (*p* < 0.01, Figures 3B,D).

**FIGURE 3:**
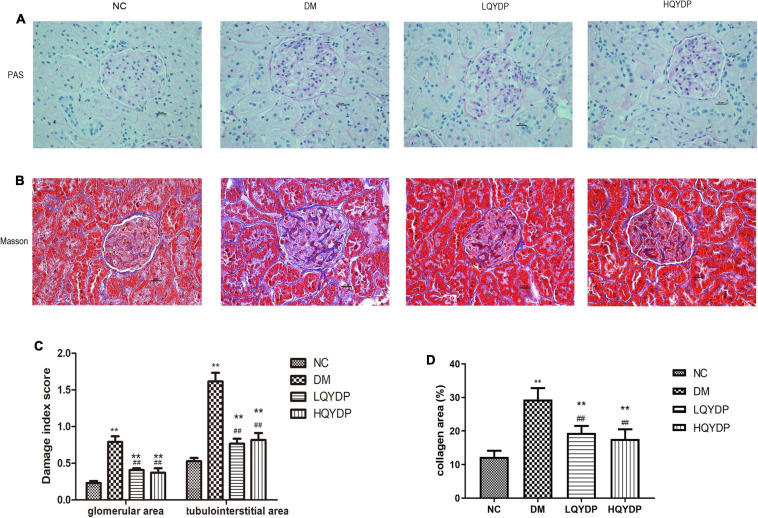
Effect of QYDP on histopathological changes in renal tissues of diabetic rats. **(A)** PAS stained kidney sections taken from rats in each group (400 × magnification), **(B)** Masson-stained kidney sections taken from rats in each group (400 × magnification), **(C)** glomerular and tubulointerstitial damage index score analysis with PAS staining. **(D)** Quantitative assessments of Masson-positive area (%) with Masson staining. Values are mean ± SD (*n* = 6); **p < 0.01 compared with NC group; ##*p* < 0.01 compared with DM group. QYDP, Qishen Yiqi dripping pill; NC, normal control; DM, diabetes mellitus; LQYDP, low dose of Qishen Yiqi dripping pill; HQYDP, high dose of Qishen Yiqi dripping pill.

### Gene Array, Pathway, Gene Ontology, and Network Analysis Results in the High Dosage of QishenYiqi Dripping Pill Group vs. the Diabetes Mellitus Group

We identified 316 significantly differentially expressed genes, including 189 upregulated genes and 127 downregulated genes in the HQYDP group, compared with the DM group (fold change > 1.5, *p* < 0.05). 

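Kidney cortex RNA of 3 rats of the HQYDP group and 3 rats of the DM group was hybridized to an Affymetrix Rat Gene 2.0 ST array, with 1 array per rat. This array reads a biotin-labelled sample with short probes along each transcript and reports 1 value per transcript. All 6 rats were Sprague-Dawley rats given 60 mg/kg streptozotocin, a toxin of the insulin-producing β cells. The HQYDP rats then received QYDP at 300 mg/kg/day for 8 weeks, and the DM rats received saline. The sample labels give kidney as the tissue, an age of 17 weeks and no dose, so the cortex and the dose are taken from the paper. The labels of all 3 DM arrays, and of no HQYDP array, also mark them as a re-analysis, without saying of what. They also carry codes, D9, F9 and D10 for HQYDP and C9, E9 and H9 for DM, whose meaning is not given. Whether both groups were hybridized together is not given in the sources used here, and if the DM arrays were run in an earlier batch, batch and group cannot be told apart in any HQYDP minus DM value. Arrays of the NC and low-dose groups were not analysed here. The authors deposited log2 values, which were taken to be on a common scale across arrays already. The software and the normalization are not given in the sources used here, and the base of the log was inferred from the range of the values, 0.35 to 13.59. The medians of the 6 arrays differed by at most 0.15, and DM replicate 2 had the lowest lower quartile, 3.39, and the highest upper quartile, 6.536. Of 36685 transcript rows, 18511 were paired with 1 gene symbol, 575 with several and 17599 with none. The row with the highest mean was kept for each gene, which left 18166 genes. HQYDP and DM were compared with limma's moderated test on the log2 values, two-sided, with Benjamini-Hochberg adjustment over all genes. The thresholds of the study, an unadjusted p under 0.05 and a fold change over 1.5, were applied to the same fit. In 20 simulated sets of 18166 unchanged genes on 3 arrays against 3, a median of 274.5 genes passed the study thresholds and none passed an adjusted p under 0.05. The simulated genes were drawn independently, while real genes vary together. Splits of the 6 real arrays that mix the groups gave 110 to 509 genes at the study thresholds, so 274.5 is not a firm chance level for the real data. The same sets were then given 200 genes changed by 0.6, 1 or 2 on the log2 scale. Of those changed by 1, 48.9% passed the adjusted threshold and 95.4% the study thresholds. The share at the adjusted threshold depends on how many genes change and by how much, so 48.9% holds for these sets alone. The number of arrays limits the precision, and the smallest p of an exact permutation test of 3 rats against 3 is 0.1.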

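Slc7a12, an amino acid transporter of the late proximal tubule, was the clearest difference between the kidneys. Its log2 value was 10.25 ± 0.32 (SD, n = 3) in HQYDP and 7.09 ± 0.60 (SD, n = 3) in DM, a log2 difference of 3.16 (standard error 0.29, adjusted p = 0.0182 from limma). Gc, which encodes the vitamin D binding protein, rose by 1.95 (standard error 0.22, adjusted p = 0.0419 from limma). Fga, the fibrinogen α chain, fell by 1.88 (standard error 0.20, adjusted p = 0.0326 from limma). These were the 3 genes of 18166 with an adjusted p under 0.05, and in each of them every HQYDP array lay on 1 side of every DM array. No gene had an adjusted p under 0.05 with the methods' t-test. With limma all 3 calls were lost without HQYDP replicate 1, HQYDP replicate 3 or DM replicate 2, Slc7a12 alone kept its call without HQYDP replicate 2 or DM replicate 1, and all 3 kept theirs without DM replicate 3, with log2 differences of 2.83 to 3.42 for Slc7a12 over these settings. Gc lost its call with quantile normalization and with the replicate block too. At the study thresholds 596 genes differed, 266 higher and 330 lower in HQYDP, which makes 44.6% higher. Among the largest of the higher genes were Cyp2c11, a steroid hydroxylase, with a log2 difference of 3.31 (standard error 0.72), Rgn, the calcium-binding protein regucalcin, with 2.27 (standard error 0.32), and the trefoil factor Tff3 with 1.74 (standard error 0.29). Serpinb12, Anxa13, Hnmt, Mrap and Nat8f1 followed with log2 differences from 1.79 down to 1.55. Among the lower genes, the fibrinogen β chain Fgb had a log2 difference of -2.08 (standard error 0.33), Spp1, which encodes osteopontin, -2.07 (standard error 0.43), and Angptl4, an inhibitor of lipoprotein lipase, -2.02 (standard error 0.29). The stress-induced factor Atf3, Kng1, Fos, Igfbp1, Clu and Gpnmb had log2 differences from -1.99 to -1.76. Without DM replicate 2 Atf3 had -1.23 and Fos -1.17. None of these 17 had an adjusted p under 0.05 from limma, and Atf3, Fos and Clu did not pass the study thresholds under the methods' t-test. That test passed 278 genes, 159 higher and 119 lower, and without DM replicate 3 limma passed 1109 genes, of which 730 were lower. On the first principal component DM replicate 3 lay at -6.1, beside the HQYDP arrays at -6.9 to -10.9, while DM replicates 1 and 2 lay at 10.3 and 23.5.

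**Figure D1:**
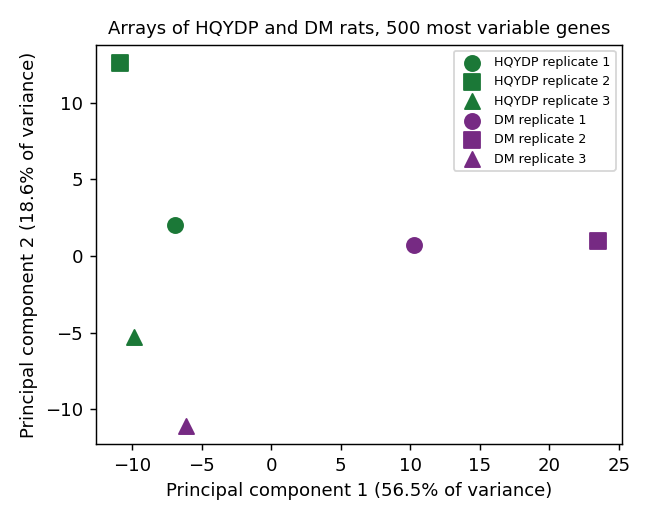
Principal components 1 and 2 of the 6 arrays over the 500 most variable genes, with HQYDP in green, DM in purple and a marker shape per replicate number. Component 1 holds 56.5% of the variance and puts DM replicate 3 at -6.1, near the HQYDP arrays.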

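Some markers of distal and late proximal tubule segments were higher in HQYDP kidneys at the study thresholds, and some genes of tubular injury, p53, fatty acid oxidation, matrix and immune cells were lower. Of 12 markers of intercalated cells, the acid-base transporting cells of the collecting duct, 6 were higher at the study thresholds and none was lower (6 higher when adjusted over the list alone). The anion exchanger Slc26a4 led with a log2 difference of 1.18, and the list median was 0.53 (camera adjusted p = 8.62e-13, and adjusted p = 0.144 with an estimated correlation). Of 11 thick ascending limb markers, 5 were higher and none lower (5 adjusted over the list alone), among them Egf with 1.06 and the calcium-sensing receptor Casr with 0.89 (camera adjusted p = 1.27e-07, and adjusted p = 0.144 with an estimated correlation). Of 10 late proximal markers, 3 were higher and Cyp4b1 was lower (4 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.00023, and adjusted p = 0.212 with an estimated correlation). Slc7a13 had a log2 difference of 1.28. In contrast, of 17 tubular injury markers 11 were lower and Tff3 was higher (8 lower and 1 higher adjusted over the list alone), with -2.54 for Havcr1, which encodes KIM-1 and overlapped between the groups (camera adjusted p = 2.65e-09, and adjusted p = 0.21 with an estimated correlation). Of 9 p53 targets, 6 were lower, such as Plk2 with -1.12 (7 lower adjusted over the list alone; camera adjusted p = 2.01e-11, and adjusted p = 0.21 with an estimated correlation). Cdkn1a and Gdf15 count as lower in this list and in the injury list. Of 16 genes of fatty acid oxidation and other PPAR-α targets, 4 were lower, such as Pdk4 with -1.13 (4 adjusted over the list alone; camera adjusted p = 2.15e-06, and adjusted p = 0.21 with an estimated correlation). Of 11 acute phase genes, 6 were lower, among them Fgg with -1.41, and Gc and Afm were higher (6 lower and 2 higher adjusted over the list alone; camera adjusted p = 0.00036, and adjusted p = 0.286 with an estimated correlation). Of 27 matrix and fibroblast genes, 18 macrophage markers, 17 chemokines, cytokines and adhesion molecules and 12 immediate early genes, which also respond to tissue handling, 11, 11, 6 and 7 were lower (camera adjusted p = 2.01e-11, 5.08e-11, 3.99e-07 and 9.82e-08, and adjusted p = 0.311 with an estimated correlation for each). Early proximal tubule markers, endothelial markers and glycolytic enzymes did not pass camera, with adjusted p = 0.278, 0.996 and 0.996. Without HQYDP replicate 2 the early proximal list passed camera as lower (adjusted p = 0.00329, median -0.23 instead of -0.10), and on all arrays it had adjusted p = 0.79 with an estimated correlation. Across 40 lists, 8 lay higher and 14 lower by camera with its preset correlation of 0.01, and none did with an estimated correlation. The lists were fixed before the data were examined, but after the gene names in the study's tables had been seen. Of the 22 lists past camera, 11 hold genes of Tables 2 and 3, which the study chose on these samples. For these 11 the camera result is not independent of that choice. Under the methods' t-test the intercalated, thick limb, p53 and fatty acid oxidation counts stayed at 6, 5, 6 and 4, while 4 of the 11 lower injury markers passed, without Havcr1, and 4 of the 6 lower acute phase genes, 2 of the 6 chemokines, cytokines and adhesion molecules, 2 of the 11 macrophage markers, none of the matrix and immediate early genes and not Cyp4b1. The intercalated, thick limb, p53 and fatty acid oxidation lists hold 4, 3, 6 and 3 genes of Tables 2 and 3. The injury, acute phase, chemokine and macrophage lists hold 5, 6, 2 and 2. The late proximal list holds 3, which are its 3 higher genes, Slc7a12, Slc7a13 and Slco1a6. All 139 matched genes of these tables passed that test, so for them the outcome was set by the study's choice of genes. When 1 array was left out, the higher counts were 5 to 6 intercalated, 3 to 5 thick limb and 3 to 4 late proximal markers. The lower counts were 6 to 11 injury markers, 3 to 7 p53 targets, 4 to 6 genes of fatty acid oxidation, 2 to 16 matrix genes, 4 to 16 macrophage markers, 3 to 8 chemokines, cytokines and adhesion molecules, 5 to 10 immediate early genes and 0 to 1 late proximal markers. DM replicate 2 stood apart in the matrix, macrophage, chemokine and immediate early lists, with scores 0.92, 0.88, 0.96 and 1.67 above the mean of the 6 arrays, while DM replicate 3 lay below that mean. Without DM replicate 2 the medians of these lists went from -0.59, -0.64, -0.63 and -0.96 to -0.26, -0.42, -0.18 and -0.53, and that of the injury markers from -0.91 to -0.57.

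**Figure D2:**
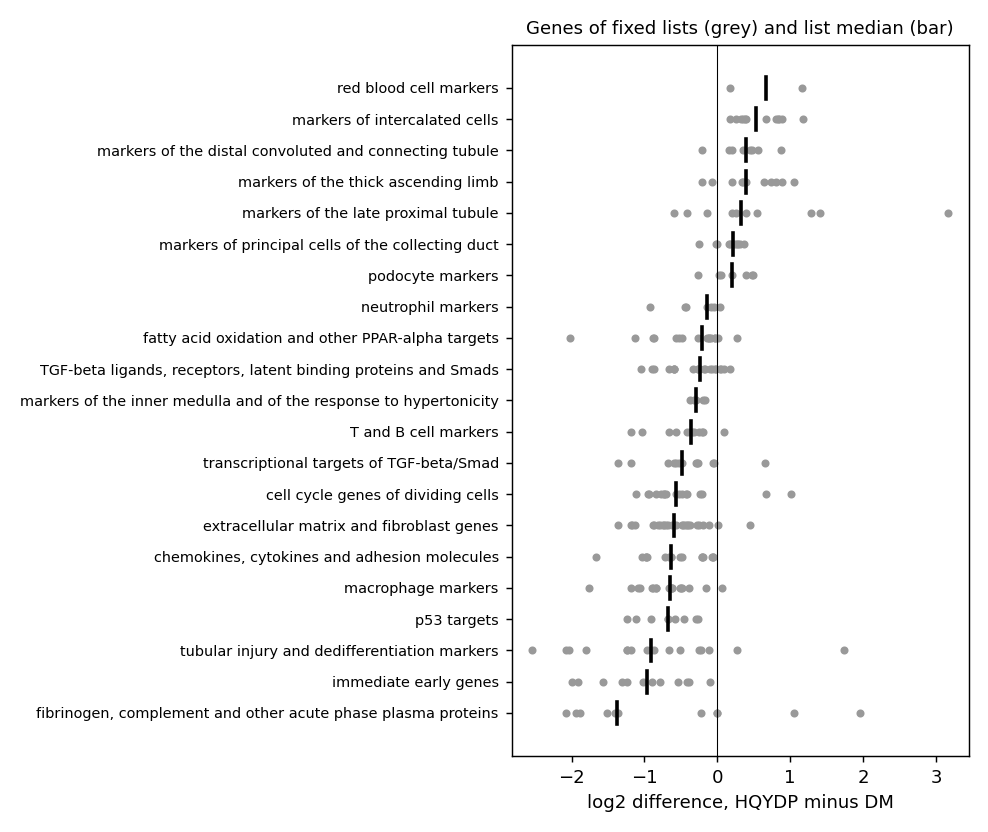
Log2 difference, HQYDP minus DM, of each gene (grey points) in the fixed lists that passed camera with its preset correlation, with the list median as a bar, olfactory receptors left out. Intercalated cell markers have a median of 0.53 and tubular injury markers lie mostly below 0, while genes of a list spread widely.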

To systematically identify biological connections among the differentially expressed genes and to identify pathways associated with the effect of QYDP on the kidney, we performed GO and KEGG pathway analyses. Figure 4 and Table 2 show the top five terms in three categories, biological processes, cellular components, and molecular functions. 

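The genes that the study lists under its apoptosis terms were mostly lower in HQYDP kidneys. Of the 6 genes under negative regulation of extrinsic apoptotic signaling, 5 were lower, namely Icam1, Hmox1 and the 3 fibrinogen chains, and the secreted Wnt inhibitor Sfrp2 was higher. Hmox1, the heme-degrading enzyme heme oxygenase 1, had a log2 difference of -1.24 (adjusted p = 0.096 from limma). Under regulation of the apoptotic process 9 of 11 genes were lower, such as Apaf1 with -0.68, Fas with -0.59 and Gdf15 with -0.91. Apaf1 did not pass the study thresholds without DM replicate 2, nor Fas without HQYDP replicate 1, HQYDP replicate 2 or DM replicate 2. Under the ERK1 and ERK2 term 10 of 12 genes were lower, among them the macrophage receptor Trem2 with -0.84. Genes of the basolateral plasma membrane went the other way, with 11 of 13 measured genes higher, such as the exchangers Slc8a1 with 0.88 and Slc26a7 with 0.83. Over all of Table 2, 131 of 143 listed genes were measured here, 65 higher and 66 lower, and all 131 passed the study thresholds, while 3 had an adjusted p under 0.05 from limma over all genes. The study chose these genes on the same samples, so the counts are not independent evidence of direction.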

Among the biological process ontology results, the major GO terms affected by QYDP were negative regulation of extrinsic apoptotic signaling pathway *via* death domain receptors, positive regulation of ERK1 and ERK2 cascade, response to a drug, liver regeneration, and regulation of the apoptotic process. Figure 5 and Table 3 show the top 10 pathways identified *via* KEGG pathway analysis affected by QYDP, including the FoxO signaling pathway, signaling pathways regulating pluripotency of stem cells, TGF-β signaling pathway, colorectal cancer, Human T- cell leukemia virus, type 1 infection, Wnt signaling pathway, pathways in cancer, Hippo signaling pathway, proteoglycans in cancer, and prostate cancer.

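Genes of the pathways in Table 3 were lower more often than higher in HQYDP kidneys. All 7 genes listed under Hippo signaling and all 11 under human T-cell leukemia virus infection were lower, and so were 7 of the 8 measured FoxO genes. Of the 12 measured genes of pathways in cancer, 10 were lower. Over the whole table 26 of 28 listed genes were measured here, of which 18 were lower and 8 higher. All 26 passed the study thresholds and none had an adjusted p under 0.05 from limma. With Welch's test per gene 17 of the 26 passed the study thresholds, and so did 5 of 11 genes that the paper names in its network, without Myc, Icam1, Mapk4, Ctnnb1, Tgfb1 and Smad2. These genes were chosen by the study on the same samples, so their direction is not independent evidence.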

**FIGURE 4:**
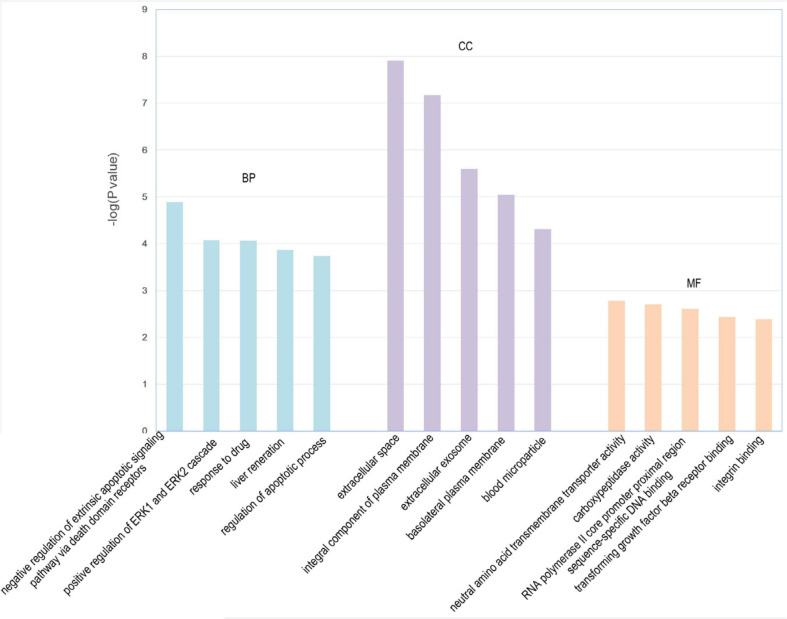
Enriched GO terms associated with differentially expressed genes in HQYDP group vs. DM group. Top five terms in biological process (BP), cellular component (CC), and molecular function (MF).

**TABLE 2:** Top 5 enriched GO terms in each catalog associated with differentially expressed genes in HQYDP group vs. DM group.

term ID	term name	count	*p* value	fold enrichment	involved genes	catalog
GO:1902042	negative regulation of extrinsic apoptotic signaling pathway via death domain receptors	6	1.29 × 10^–5^	18.828	ICAM1, FGG, FGA, SFRP2, FGB, HMOX1	biological processes
GO:0070374	positive regulation of ERK1 and ERK2 cascade	12	8.42 × 10^–5^	4.454	ICAM1, FGG, FGA, C1QTNF3, FGB, SEMA7A, P2RY1, PYCARD, TREM2, GPNMB, SLAMF1, TGFB1	biological processes
GO:0042493	response to drug	21	8.64 × 10^–5^	2.746	ICAM1, SLC8A1, MAT2A, LGALS1, IL1RN, GGH, CFTR, ABCA1, SLCO1A6, TGFB1, CTNNB1, CDKN1A, TNFRSF11B, ACE, HTR1B, PLIN2, SFRP2, ABCB1B, TGIF1, FAS, MYC	biological processes
GO:0097421	liver regeneration	7	1.36 × 10^–4^	8.786	FGA, HMOX1, CLDN1, RGN, FAS, MYC, TGFB1	biological processes
GO:0042981	regulation of apoptotic process	11	1.84 × 10^–4^	4.467	TNFRSF1B, TNFRSF11B, BMP1, SFRP2, PYCARD, CIDEA, APAF1, FAS, GDF15, MYC, CTNNB1	biological processes
GO:0005615	extracellular space	47	1.24 × 10^–8^	2.496	GC, LTBP4, BTC, UMOD, TGFB1, LIF, WNT1, FGG, TNFRSF11B, WNT4, ACE, FGA, C1QTNF3, FGB, SEMA7A, PPP1R1A, VNN1, TFF3, SERPINB12, FAS, EGF, GCNT1, ANGPTL4, SPP1, SELP, ICAM1, BMP1, PLA2G15, LOC360919, C4B, LGALS1, IL1RN, KNG1L1, AXL, GGH, CPXM2, HILPDA, MFGE8, AFM, DKK1, SFRP2, LIPG, ACE2, ANXA13, IGFBP1, GDF15, PON3	cellular components
GO:0005887	integral component of plasma membrane	37	6.76 × 10^–8^	2.745	LOC361914, CLDN4, CADM2, SLC15A2, TSPAN4, KCNJ10, ABCA1, ATP12A, KCNJ13, INSRR, TNFRSF1B, SLCO1A1, TNFRSF11B, HTR1B, SLC39A8, FAS, GPNMB, SLC22A2, ICAM1, SLC8A1, SLC6A13, SLC22A22, NPR2, SLC10A5, SLC7A13, SLCO1A6, SLC7A12, SLC26A4, SEMA6A, FOLH1, SLC16A4, SLC16A7, GRM8, SLC26A7, CLDN1, SLC13A1, STEAP1	cellular components
GO:0070062	extracellular exosome	67	2.55 × 10^–6^	1.770	PVR, GDA, SLC15A2, LTBP4, CTNNB1, SLC1A4, PRKAR2A, TUBB6, VNN1, RHOB, FAS, ATP6V0D2, SLC22A2, ICAM1, HIST1H1B, C4B, CFTR, MFGE8, BASP1, VAT1, SLC26A4, FOLH1, PSCA, PRPS2, MYO5A, GC, ACADSB, UMOD, ATP6V1B1, FGG, ACE, FGA, HNMT, C1QTNF3, FGB, TFF3, NDRG1, SERPINB12, EGF, SPP1, NAT8, DNM3, PLA2G15, CPNE4, HIST1H2BF, LGALS1, IL1RN, SLC6A13, KNG1L1, GGH, AXL, NID2, CRYZ, TPMT, CPVL, SLAMF1, AFM, PPIC, ACE2, MEP1A, ANXA13, HIST1H2AH, HIST1H2AK, PAPPA2, APAF1, GDF15, PON3	cellular components
GO:0016323	basolateral plasma membrane	14	9.07 × 10^–6^	4.727	SLC8A1, CASR, NKD2, SLC22A22, UMOD, CFTR, KCNJ10, ATP6V1B1, ATP12A, CTNNB1, SLCO1A1, SLC26A7, P2RY1, SLC22A2	cellular components
GO:0072562	blood microparticle	10	4.90 × 10^–5^	5.923	GC, FGG, AFM, FGA, LOC691828, C4B, FGB, KNG1L1, TGFB1, ANGPTL4	cellular components
GO:0015175	neutral amino acid transmembrane transporter activity	4	0.0017	16.453	SLC1A4, LOC361914, SLC7A13, SLC7A12	molecular function
GO:0004180	carboxypeptidase activity	4	0.0020	15.485	FOLH1, ACE, ACE2, CPXM2	molecular function
GO:0000978	RNA polymerase II core promoter proximal region sequence-specific DNA binding	14	0.0024	2.663	AR, ELF3, SPI1, SMAD3, SMAD2, MYBL1, FOXP2, GCM1, NR1D1, OVOL1, TEF, TGIF1, POU3F1, MYC	molecular function
GO:0005160	transforming growth factor beta receptor binding	5	0.0037	7.835	BMP1, SMAD3, SMAD2, GDF15, TGFB1	molecular function
GO:0005178	integrin binding	7	0.0041	4.607	ICAM1, CASR, SEMA7A, TSPAN4, MFGE8, GPNMB, SYK	molecular function

**FIGURE 5:**
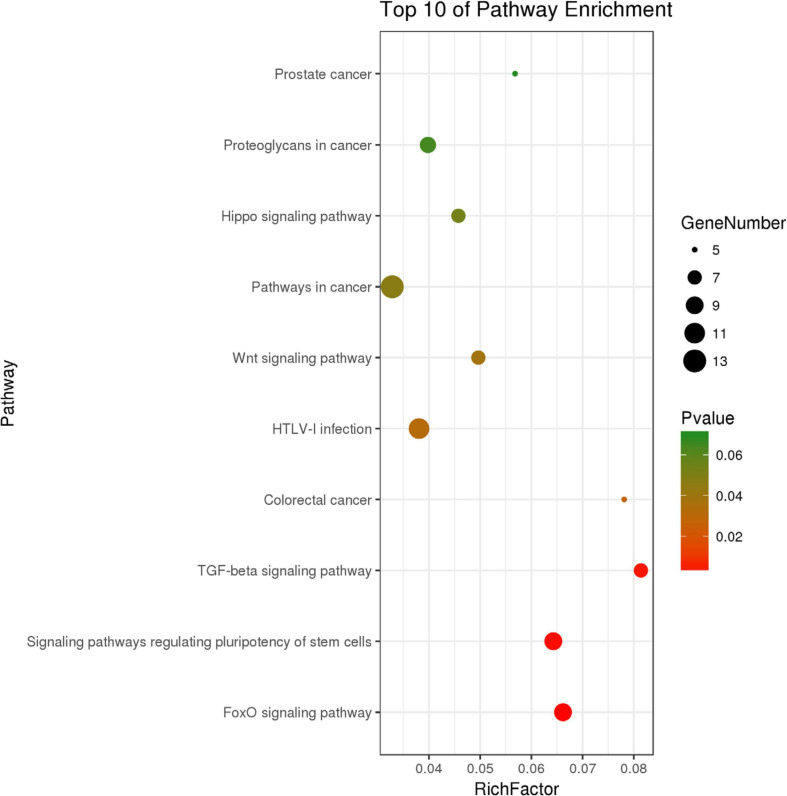
Top 10 KEGG pathway enrichment point diagram in HQYDP group vs. DM group. Vertical axis represents pathway name, horizontal axis represents Rich factor, size of dot indicates number of genes expressed in pathway, and color of dot corresponds to different *p* values.

**TABLE 3:** Top 10 enriched KEGG pathways associated with differentially expressed genes in HQYDP group vs. DM group.

pathway ID	pathway term	count	fold enrichment	*p* value	involved genes
rno04068	FoxO signaling pathway	9	3.716	0.003	G6PC, SGK1, CDKN1A, S1PR1, PLK2, SMAD3, SMAD2, EGF, TGFB1
rno04550	Signaling pathways regulating pluripotency of stem cells	9	3.610	0.003	LIF, WNT1, WNT4, SMAD3, SMAD2, ID4, ID3, MYC, CTNNB1
rno04350	TGF-beta signaling pathway	7	4.571	0.004	TGIF1, SMAD3, SMAD2, ID4, ID3, MYC, TGFB1
rno05210	Colorectal cancer	5	4.387	0.026	SMAD3, SMAD2, MYC, TGFB1, CTNNB1
rno05166	HTLV-I infection	11	2.137	0.032	ICAM1, WNT1, CDKN1A, WNT4, SPI1, SMAD3, SMAD2, MYC, TGFB1, CTNNB1, TP53INP1
rno04310	Wnt signaling pathway	7	2.788	0.039	WNT1, WNT4, NKD2, DKK1, SFRP2, MYC, CTNNB1
rno05200	Pathways in cancer	13	1.843	0.047	WNT1, CDKN1A, AR, WNT4, SPI1, GNG13, SMAD3, SMAD2, FAS, EGF, MYC, TGFB1, CTNNB1
rno04390	Hippo signaling pathway	7	2.569	0.054	WNT1, WNT4, SMAD3, SMAD2, MYC, TGFB1, CTNNB1
rno05205	Proteoglycans in cancer	8	2.235	0.065	WNT1, CDKN1A, WNT4, HPSE2, FAS, MYC, TGFB1, CTNNB1
rno05215	Prostate cancer	5	3.190	0.070	CDKN1A, AR, EGF, CTNNB1, INSRR

By using String online software, the 316 differentially expressed genes were mapped in a network. Two hundred ninety-six nodes with 350 joint-edges were featured in this map (Figure 6). Fifteen nodes with no less than 10 joint-edges were considered important functional molecules in QYDP-treated kidneys because they accounted for 66.8% of the function of all genes. Among these 15 nodes, glyceraldehyde-3-phosphate dehydrogenase, myelocytomatosis oncogene, catenin β1 (Ctnnb1), transforming growth factor β1 (Tgfb1), serum glucocorticoid regulated kinase 1, spleen tyrosine kinase, cyclin-dependent kinase inhibitor 1 A, mitogen-activated protein kinase 4, angiotensin I converting enzyme, and intercellular adhesion molecule 1 were ranked in the top 10.

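Most of the named nodes of the network were lower in HQYDP kidneys. Cdkn1a, the cell cycle inhibitor p21, had a log2 value of 5.82 ± 0.14 (SD, n = 3) in HQYDP and 7.06 ± 0.14 (SD, n = 3) in DM. This is a log2 difference of -1.24 (standard error 0.16, adjusted p = 0.0561 from limma). Myc, a transcription factor of cell growth, had a log2 difference of -1.14 (standard error 0.25, adjusted p = 0.258 from limma), and Ace, which forms angiotensin II, had -1.09 (standard error 0.20, adjusted p = 0.185 from limma). The leukocyte adhesion molecule Icam1 had -0.98 (standard error 0.24), the kinase Sgk1 -0.81 (standard error 0.23) and the immune cell kinase Syk -0.64 (standard error 0.16), with adjusted p from 0.307 to 0.417 by limma. Mapk4 was the node that was higher, with 0.71 (standard error 0.21, adjusted p = 0.446 from limma). Each of these genes passed the study thresholds, without overlap between the groups, but Syk did not pass without HQYDP replicate 2, nor Mapk4 without DM replicate 1. The paper built the network from genes that it chose on these same samples. Passing the thresholds and the lack of overlap are therefore not independent evidence. Glyceraldehyde-3-phosphate dehydrogenase is paired with rows that list several genes and was not analysed here. The paper ranks these nodes by their number of edges in the network, which was not rebuilt here.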

**FIGURE 6:**
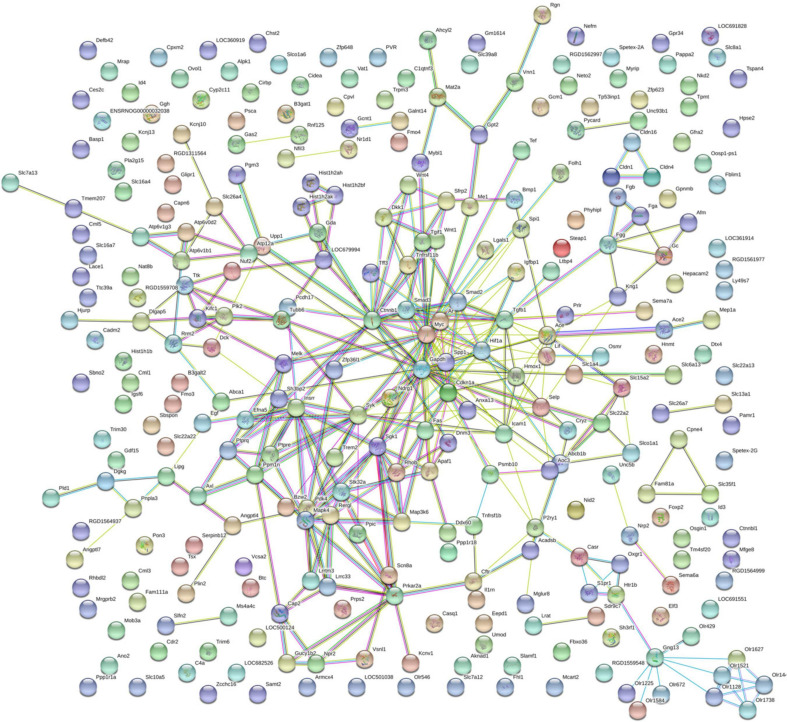
Protein–protein interaction network in HQYDP group compared with DM group. Nodes stand for differentially expressed genes in HQYDP group compared with DM group. Lines represent interactions between two proteins.

### Real-Time PCR Validation Results

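In the Wnt pathway, 2 secreted inhibitors and 1 intracellular one were higher in HQYDP kidneys while the ligands listed were lower. Nkd2, which binds Dishevelled, had a log2 difference of 1.16 (standard error 0.17, adjusted p = 0.0902 from limma). Sfrp2, which binds Wnt ligands, had 1.38 (standard error 0.29, adjusted p = 0.241 from limma), and Dkk1, which blocks the Lrp5 and Lrp6 coreceptors, had 0.61 (standard error 0.17, adjusted p = 0.387 from limma). The ligand Wnt4 had -0.65 (standard error 0.15, adjusted p = 0.279 from limma). In the TGF-β pathway, the Smad corepressor Tgif1 had -0.87 (standard error 0.21, adjusted p = 0.307 from limma) and Id3, an inhibitor of basic helix-loop-helix factors, -0.77 (standard error 0.16, adjusted p = 0.248 from limma). Its relative Id4 had 0.68 (standard error 0.18, adjusted p = 0.361 from limma). Of the 7 genes that Table 3 lists for Wnt signaling 3 were higher and 4 lower, and of the 7 for TGF-β signaling 1 was higher and 6 lower, all past the study thresholds. The study chose both lists on these samples, so their direction is not independent evidence. Dkk1 did not pass without HQYDP replicate 2 or DM replicate 3, nor Id4 without DM replicate 2. With Welch's test per gene Wnt1 passed the study thresholds, and Ctnnb1, Tgfb1 and Smad2 did not.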

Because the TGF-β signaling pathway and Wnt signaling pathway were among the top-ranked KEGG pathways associated with differentially expressed genes in the HQYDP group vs. the DM group, we selected several genes in these two pathways to assay expression among the four different groups using quantitative PCR. We found that diabetic rats had significantly increased Wnt family member 1 (Wnt1), Ctnnb1, Tgfb1, and Smad2 expression in the kidney (*p* < 0.01, Figure 7) compared with that in the control group. QYDP treatment reduced Wnt1, Ctnnb1, Tgfb1, and Smad2 expression in diabetic kidneys (*p* < 0.01, Figure 7). These results were consistent with the microarray results.

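On the arrays Wnt1, Ctnnb1, Tgfb1 and Smad2 were each lower in HQYDP than in DM kidneys at the study thresholds. Wnt1, a ligand of the canonical pathway, had a log2 value of 3.92 ± 0.23 (SD, n = 3) in HQYDP and 4.75 ± 0.11 (SD, n = 3) in DM, a log2 difference of -0.83 (standard error 0.17, adjusted p = 0.239 from limma). Ctnnb1, which encodes β-catenin, had 9.60 ± 0.03 (SD, n = 3) against 10.25 ± 0.38 (SD, n = 3), a log2 difference of -0.65 (standard error 0.20, adjusted p = 0.451 from limma). Tgfb1 had 6.53 ± 0.21 (SD, n = 3) against 7.42 ± 0.44 (SD, n = 3), a log2 difference of -0.89 (standard error 0.23, adjusted p = 0.345 from limma). Smad2, a transcription factor activated by TGF-β receptors, had 6.45 ± 0.39 (SD, n = 3) against 7.11 ± 0.05 (SD, n = 3), a log2 difference of -0.66 (standard error 0.20, adjusted p = 0.448 from limma). In each gene all 3 HQYDP arrays lay below all 3 DM arrays, but the study chose these genes on the same samples, so this is not independent evidence. Ctnnb1 did not pass the study thresholds without DM replicate 1, nor Smad2 without HQYDP replicate 2 or 3. Wnt1 was dim, at percentile 28.0 of the genes tested by mean value. The paper sets these array values beside its quantitative PCR (Figure 7), and from the array, the PCR and the proteins it proposes that QYDP acts by inhibiting both pathways.

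**Figure D3:**
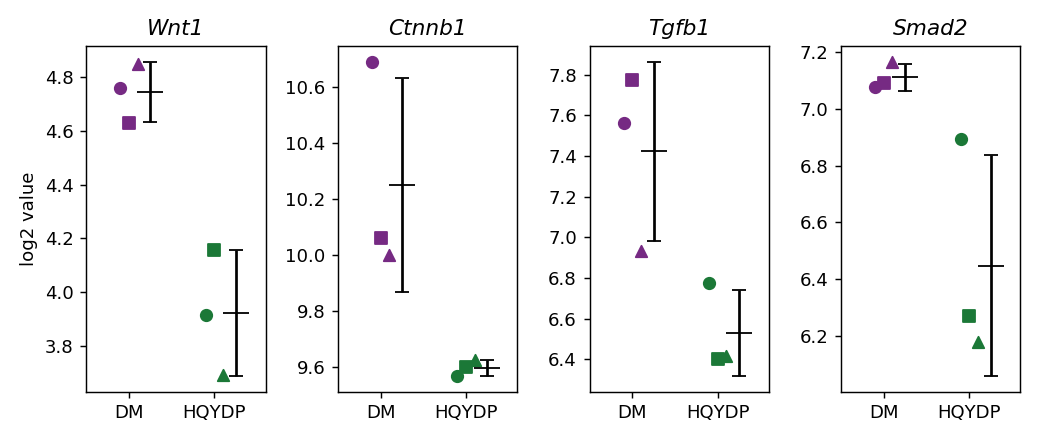
Log2 value of Wnt1, Ctnnb1, Tgfb1 and Smad2 on each array of the DM and HQYDP groups, with a marker shape per replicate number and the mean with its SD in black. Each panel has its own vertical axis that does not start at 0, and in each the 3 HQYDP arrays lie below the 3 DM arrays.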

**FIGURE 7:**
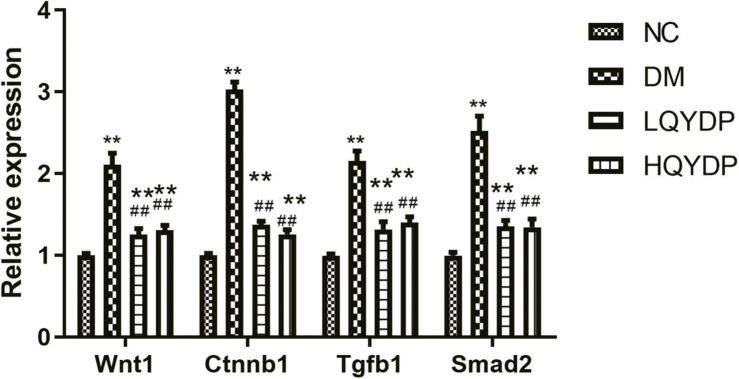
Effect of QYDP on Wnt1, Ctnnb1, Tgfb1, and Smad2 expression determined by qPCR. Values are mean ± SD (*n* = 6); **p < 0.01 compared with NC group; ##*p* < 0.01 compared with DM group. QYDP, Qishen Yiqi dripping pill; NC, normal control; DM, diabetes mellitus; LQYDP, low dose of QishenYiqi dripping pill; HQYDP, high dose of QishenYiqi dripping pill; Wnt1, Wnt family member 1; Ctnnb1, catenin beta 1; Tgfb1, transforming growth factor beta 1.

### Effect of Qishen Yiqi Dripping Pill on Transforming Growth Factor-β, β-Catenin, and Smad2 Expression in the Kidney Determined by Immunohistochemistry Staining

Immunohistochemistry analyses showed that in the DM group, TGF-β, β-catenin, and Smad2 immunoreactivity was higher than in the NC group in the glomeruli, tubuli, and interstitial areas (*p* < 0.01, Figure 8). QYDP treatment inhibited TGF-β, β-catenin, and Smad2 levels in the glomerular and tubulointerstitial areas of diabetic kidneys (*p* < 0.01, Figure 8).

**FIGURE 8:**
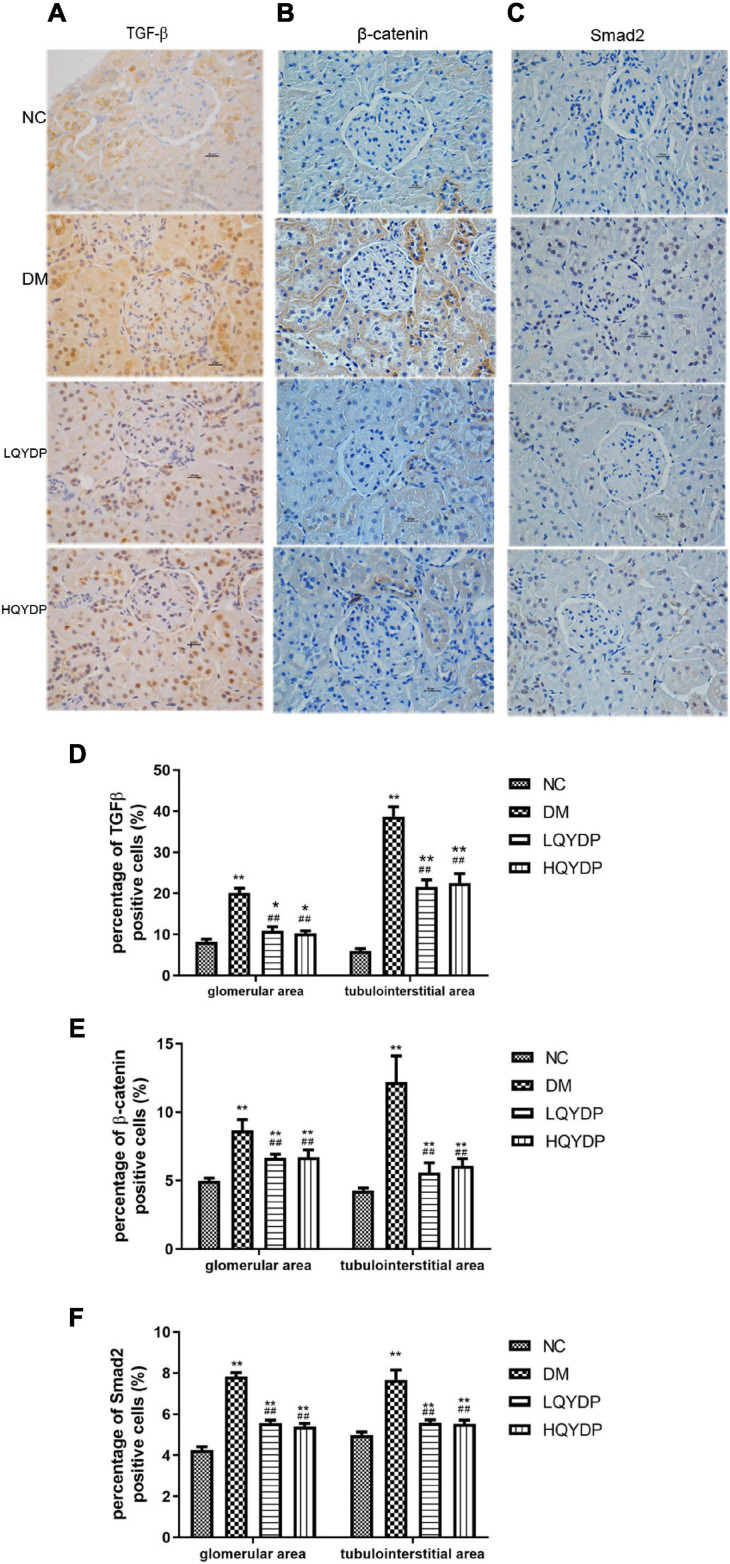
Effect of QYDP on TGF-β, β-catenin, and Smad2 expression shown by immunohistochemistry staining. **(A)** immunostaining for TGF-β, **(B)** immunostaining for β-catenin, **(C)** immunostaining for Smad2, **(D)** percentage (%) of TGF-β (+) in kidneys, **(E)** percentage (%) of β-catenin (+) cells in kidneys, and **(F)** percentage (%) of Smad2 (+) cells in kidneys. Values are mean ± SD (*n* = 6); *p < 0.05, **p < 0.01 compared with normal group; ##*p* < 0.01 compared with DM group. NC, normal control; DM, diabetes mellitus; LQYDP, low dose of Qishen Yiqi dripping pill; HQYDP, high dose of Qishen Yiqi dripping pill.

### Effect of Qishen Yiqi Dripping Pill on the Protein Levels of Transforming Growth Factor-β, β-Catenin, Smad2 and Fibrotic Markers in the Kidney

Similar to the immunohistochemical analyses, an increase in TGF-β, β-catenin, and Smad2 was observed in diabetic rat kidneys (*p* < 0.01, Figure 9). Treatment with QYDP significantly decreased TGF-β, β-catenin, and Smad2 expression (*p* < 0.01, Figure 9). The expression levels of the fibrotic markers, collagen I, α-SMA, and FN were upregulated in diabetic rat kidneys (p < 0.01, Figure 9). QYDP treatment reversed the increases of these fibrotic markers (p ( 0.01, Figure 9).

**FIGURE 9:**
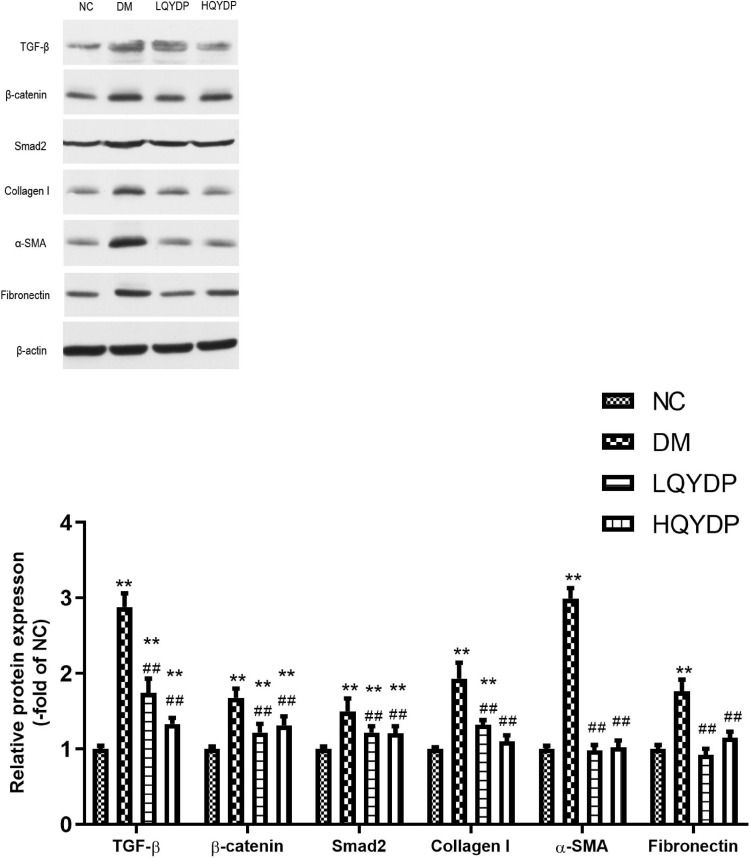
Effect of QYDP on TGF-β, β-catenin, Smad2, collagen I, α-SMA, and fibronectin protein levels in kidneys. Values are mean ± SD (*n* = 6); **p < 0.01 compared with NC group; ##*p* < 0.01 compared with DM group. QYDP, Qishen Yiqi dripping pill; NC, normal control; DM, diabetes mellitus; LQYDP, low dose of Qishen Yiqi dripping pill; HQYDP, high dose of Qishen Yiqi dripping pill.

## Discussion

In this study, our data show that both the low and high QYDP dosage reduced serum creatinine, BUN, and 24-h urinary albumin and moderated kidney hypertrophy and renal histology in diabetic rats. No significant dosage-dependent effect was observed. The possible reason might be that the high dosage exceeds the maximum efficacy. Furthermore, we observed a significant downregulation of collagen I, α-SMA, and FN in QYDP-treated diabetic rats. Overall, QYDP moderated kidney function and renal fibrosis in diabetic rats. QYDP includes Radix Astragali (*A. penduliflorus* Lam.), redroot sage (*S. miltiorrhiza* Bunge), pseudoginseng (*P. pseudoginseng* Wall.), and fragrant rosewood (*D. odorifera* T.C. Chen). Astragalosides, which is an active ingredient of Radix Astragali, have a potent antioxidative effect and inhibit high glucose-induced mesangial cell proliferation *in vitro* (Sun et al., 2014; Chen et al., 2016). Radix Astragali significantly reduces oxidative activity in diabetic rat kidneys (Chen et al., 2016). Two major isoflavonoids in Radix Astragali have inhibitory effects on AGE-induced endothelial cell apoptosis (Tang et al., 2011). Redroot sage extracts have a renoprotection effect in streptozotocin-induced diabetic rats (Yin et al., 2014), ameliorated renal function, and reduced TGF-β1 (Liu et al., 2005) and collagen IV (Lee et al., 2011).

Without reducing blood glucose, QYDP can moderate renal function in diabetic rats. This indicates that QYDP has direct beneficial effects on the kidney rather than indirect effects through moderating hyperglycemia. We further performed microarray gene expression profile analysis to determine the mechanism underlying the effect of QYDP on the kidneys of diabetic rats. Then, pathway analysis of the genes that were differentially expressed in the HQYDP-treated group compared with the DM group was performed. 

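Beyond the genes of Table 3, most components of the Wnt pathway did not pass the study thresholds. Of 17 Wnt ligands, 2 were lower, Wnt1 and Wnt4, and none was higher (2 lower adjusted over the list alone). Wnt9b, a ligand of the collecting duct, had a log2 difference of -0.52 (adjusted p = 0.506 from limma). Of 27 receptors and intracellular components 1 was lower, Ctnnb1 (none adjusted over the list alone), and the receptors Fzd5 and Fzd6 had 0.36 and -0.36. Of 14 antagonists 3 were higher and none lower (3 adjusted over the list alone), and of 19 targets of β-catenin 2 were higher and 2 lower, with Jun at -1.01 (2 higher and 2 lower adjusted over the list alone). None of the 4 lists passed camera, with adjusted p of 0.37, 0.219, 0.472 and 0.996 in this order. With fry's mixed test, which asks whether the genes of a list change in either direction, the ligands, antagonists and targets passed (adjusted p = 0.00769, 0.00312 and 0.00312) and the receptors and components did not (adjusted p = 0.46). Apart from Jun, every gene past the study thresholds in these lists is in Table 3. Dkk1 and Nkd2 count as antagonists and as targets. The results of the mixed test are therefore not independent of the study's choice of genes or of each other. Jun did not pass the study thresholds under the methods' t-test, and had -0.63 without DM replicate 2. The median log2 difference of the antagonists was -0.11 and their mean 0.09. When 1 array was left out this median ran from -0.176 without HQYDP replicate 3 to 0.000879 without DM replicate 2. Without DM replicate 1, 1 antagonist was lower at the study thresholds.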

From this analysis, we found that the Wnt signaling pathway was in the top 10 pathways. The Wnt signaling pathway diversifies into two branches: the canonical Wnt pathway (the β-catenin pathway) and the non-canonical Wnt pathway. In this study, we found that QYDP reduced Wnt1 and Ctnnb1 expression in diabetic rats. Additionally, immunostaining analysis and western blotting showed that QYDP reduced β-catenin protein expression. In gene interaction analysis, Ctnnb1 was centrally located among all the differentially expressed genes in the HQYDP-treated group compared with those in the DM group. In CKD rats, QYDP also inhibited β-catenin expression (Zhou et al., 2016). The Wnt/β-catenin pathway is involved in cellular growth and differentiation in DN (Xiao et al., 2013). In kidneys of both type 1 and 2 diabetic models, the Wnt pathway is activated abnormally (Zhou et al., 2012). This activation of Wnt/β-catenin contributes to proteinuria (Kato et al., 2011), podocyte dysfunction (Dai et al., 2009), glomerulosclerosis, and renal interstitial fibrosis (He et al., 2009). *In vivo* and *in vitro*, overexpression of either Wnt1 or stabilized β-catenin leads to podocyte dysfunction (Dai et al., 2009). Blockade or knockout of Wnt/β-catenin protects against the development of podocyte lesions and albuminuria (Dai et al., 2009). Thus, QYDP treatment may alleviate kidney dysfunction by inhibiting the Wnt/β-catenin pathway.

In addition, pathway analysis showed that the TGF-β signaling pathway ranked third among all pathways affected by QYDP in the kidneys. 

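Of 21 measured ligands, receptors, latent binding proteins and Smads of the TGF-β pathway, 6 were lower in HQYDP kidneys at the study thresholds and none was higher (5 lower adjusted over the list alone). The ligand Tgfb2 had a log2 difference of -1.04 and the latent binding protein Ltbp4 -0.59, with adjusted p of 0.622 and 0.467 from limma. Tgfb2 overlapped between the groups, was the 1 of the 6 that did not pass under the methods' t-test, and had -0.58 without DM replicate 2. Neither gene passed the study thresholds without HQYDP replicate 2, HQYDP replicate 3, DM replicate 1 or DM replicate 2. The median of the list was -0.24 (camera adjusted p = 2.41e-05, and adjusted p = 0.292 with an estimated correlation), and 5 of its genes are in the study's tables. Under the methods' t-test 5 of the 21 were lower. These are the same 5 genes of the study's tables, so this count was set by the study's choice of genes on these samples. With limma 2 to 6 were lower when 1 array was left out, with 2 without HQYDP replicate 2 and without HQYDP replicate 3. Without DM replicate 2 the median was -0.14 (camera adjusted p = 0.0125). Of 13 transcriptional targets of the pathway, 3 were lower and Tgfbi was higher with 0.65 (none adjusted over the list alone; camera adjusted p = 0.000377, and adjusted p = 0.316 with an estimated correlation). The lower ones, Col1a1, Fn1 and Timp1, are also among the lower genes of the matrix list, so they are not a separate result. Timp1, an inhibitor of matrix metalloproteinases, had -1.19 (adjusted p = 0.666 from limma), overlapped between the groups and passed the study thresholds in 1 of the 6 settings that leave out 1 array, that without DM replicate 3. None of these 4 targets passed under the methods' t-test. When 1 array was left out 1 to 6 targets were lower, with 1 without HQYDP replicate 2 or DM replicate 2 and 6 without DM replicate 1, and none was higher without DM replicate 1 or 2. Without DM replicate 2 the median of the targets was -0.20 instead of -0.49, and the list did not pass camera (adjusted p = 0.0726).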

Immunostaining analysis and western blot analysis showed that QYDP reduced TGF-β expression. TGF-β is an essential mediator that stimulates glomerular ECM formation in DN (Yamamoto et al., 1994). Hyperglycemia leads to TGF-β activation. Chronic inhibition of TGF-β using neutralizing monoclonal antibody in db/db mice prevents glomerulosclerosis and renal dysfunction (Ziyadeh et al., 2000). Zhou et al. (2016) found that QYDP inhibits TGF-β1-induced β-catenin upregulation in the cytoplasm but does not affect Smad2 and Smad3 phosphorylation and Smad4 or Smad7 expression in normal kidney proximal tubular (NRK52E) cells. However, in our study, gene interaction analysis showed that Smad2, Smad3, and Tgfb1 were in the central position among all the differentially expressed genes in the HQYDP-treated group compared with the DM group. 

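Smad3, the partner of Smad2 downstream of TGF-β receptors, had a log2 value of 6.57 ± 0.14 (SD, n = 3) in HQYDP and 7.16 ± 0.12 (SD, n = 3) in DM kidneys. This is a log2 difference of -0.60 (standard error 0.15, adjusted p = 0.353 from limma), a fold of 1.51 of DM over HQYDP that lies just past the study's threshold of 1.5. It did not pass that threshold without HQYDP replicate 2, HQYDP replicate 3 or DM replicate 3. All 3 HQYDP arrays lay below all 3 DM arrays, but Smad3 is in Table 3, whose genes the study chose on these samples.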

QYDP reduced Tgfb1 and Smad2 expression and inhibited TGF-β and Smad2 protein expression in diabetic kidneys. The reason for the different results in NRK52E cells and diabetic rats might be the different circumstances *in vivo* and *in vitro*. Unlike diabetic rats, NRK52E cells were used by Zhou et al. (2016). The Smad signaling pathway plays an important role in the TGF-β1-stimulated accumulation of ECM. TGF-β1/Smad signaling is a critical pathway for the development of renal fibrosis. TGF-β1 activates Smad2 and Smad3 phosphorylation, and then, phospho-Smad2/3 binds to Smad4 to form hetero-oligomeric complexes (Meng et al., 2015). These complexes translocate to the nucleus to regulate the transcription factors of other genes related to kidney fibrosis (Massague and Chen, 2000). Hence, QYDP might inhibit TGF-β1/Smad signaling to improve kidney function in diabetic rats.

## Conclusion

In summary, this study reveals that QYDP significantly attenuates kidney function and renal fibrosis. Our study is the first to show that QYDP moderates kidney function by inhibiting the Wnt/β-catenin pathway and TGF-β/Smad signaling in diabetic rats (Figure 10). These results provide a basis for the treatment of DN patients in the future. Further *in vitro* research is still required to elucidate the mechanistic details of QYDP protection against DN.

**FIGURE 10:**
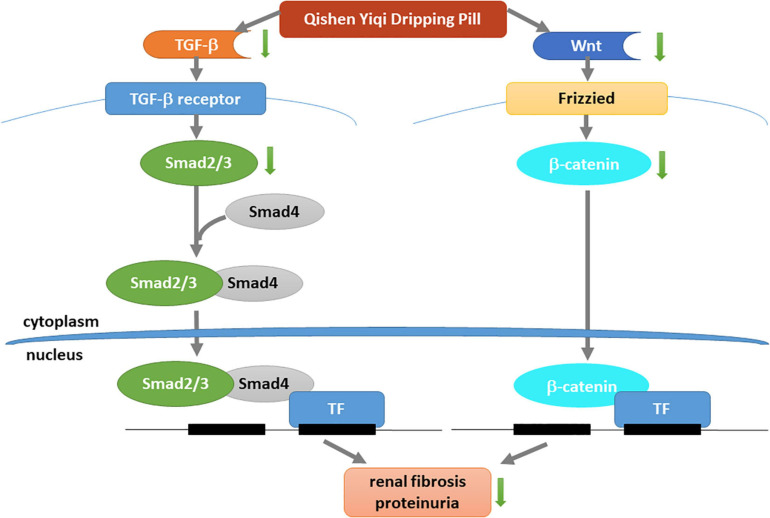
Mechanism underlying renal-protective effect of QYDP. QYDP inhibits Wnt/β-catenin signaling pathway and TGF-β/Smad signaling pathway to reduce renal fibrosis and proteinuria in diabetic rats.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by this study was conducted in strict accordance with the recommendations and the approval of the Animal Care Committee of the Peking Union Medical Hospital Animal Ethics Committee (Project XHDW-2015-0051, 15 February 2015), and all efforts were made to minimize suffering.

## Author Contributions

XX designed the experiments and contributed reagents and materials. QZ, JZ, TW, and XW conducted the experiments. MY, ML, and FP analyzed the data. QZ wrote the manuscript. All authors have read and approved the article.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Qishen Yiqi Dripping Pill Protects Against Diabetic Nephropathy by Inhibiting the Wnt/β-Catenin and Transforming Growth Factor-β/Smad Signaling Pathways in Rats
**Source:** Front Physiol. 2021 Feb 19;11:613324. doi: 10.3389/fphys.2020.613324
**Supplement:** Supplementary file 1

**Supplementary Table 1** Detailed information of the crude drugs composed in QYDP.

| No. | Herb name | Batch number | Manufacture | Voucher specimen |
| --- | --- | --- | --- | --- |
| QYDP19A | Radix astragali | 2003001 | Gansu Zhongtian Pharmaceutical Co., Ltd | 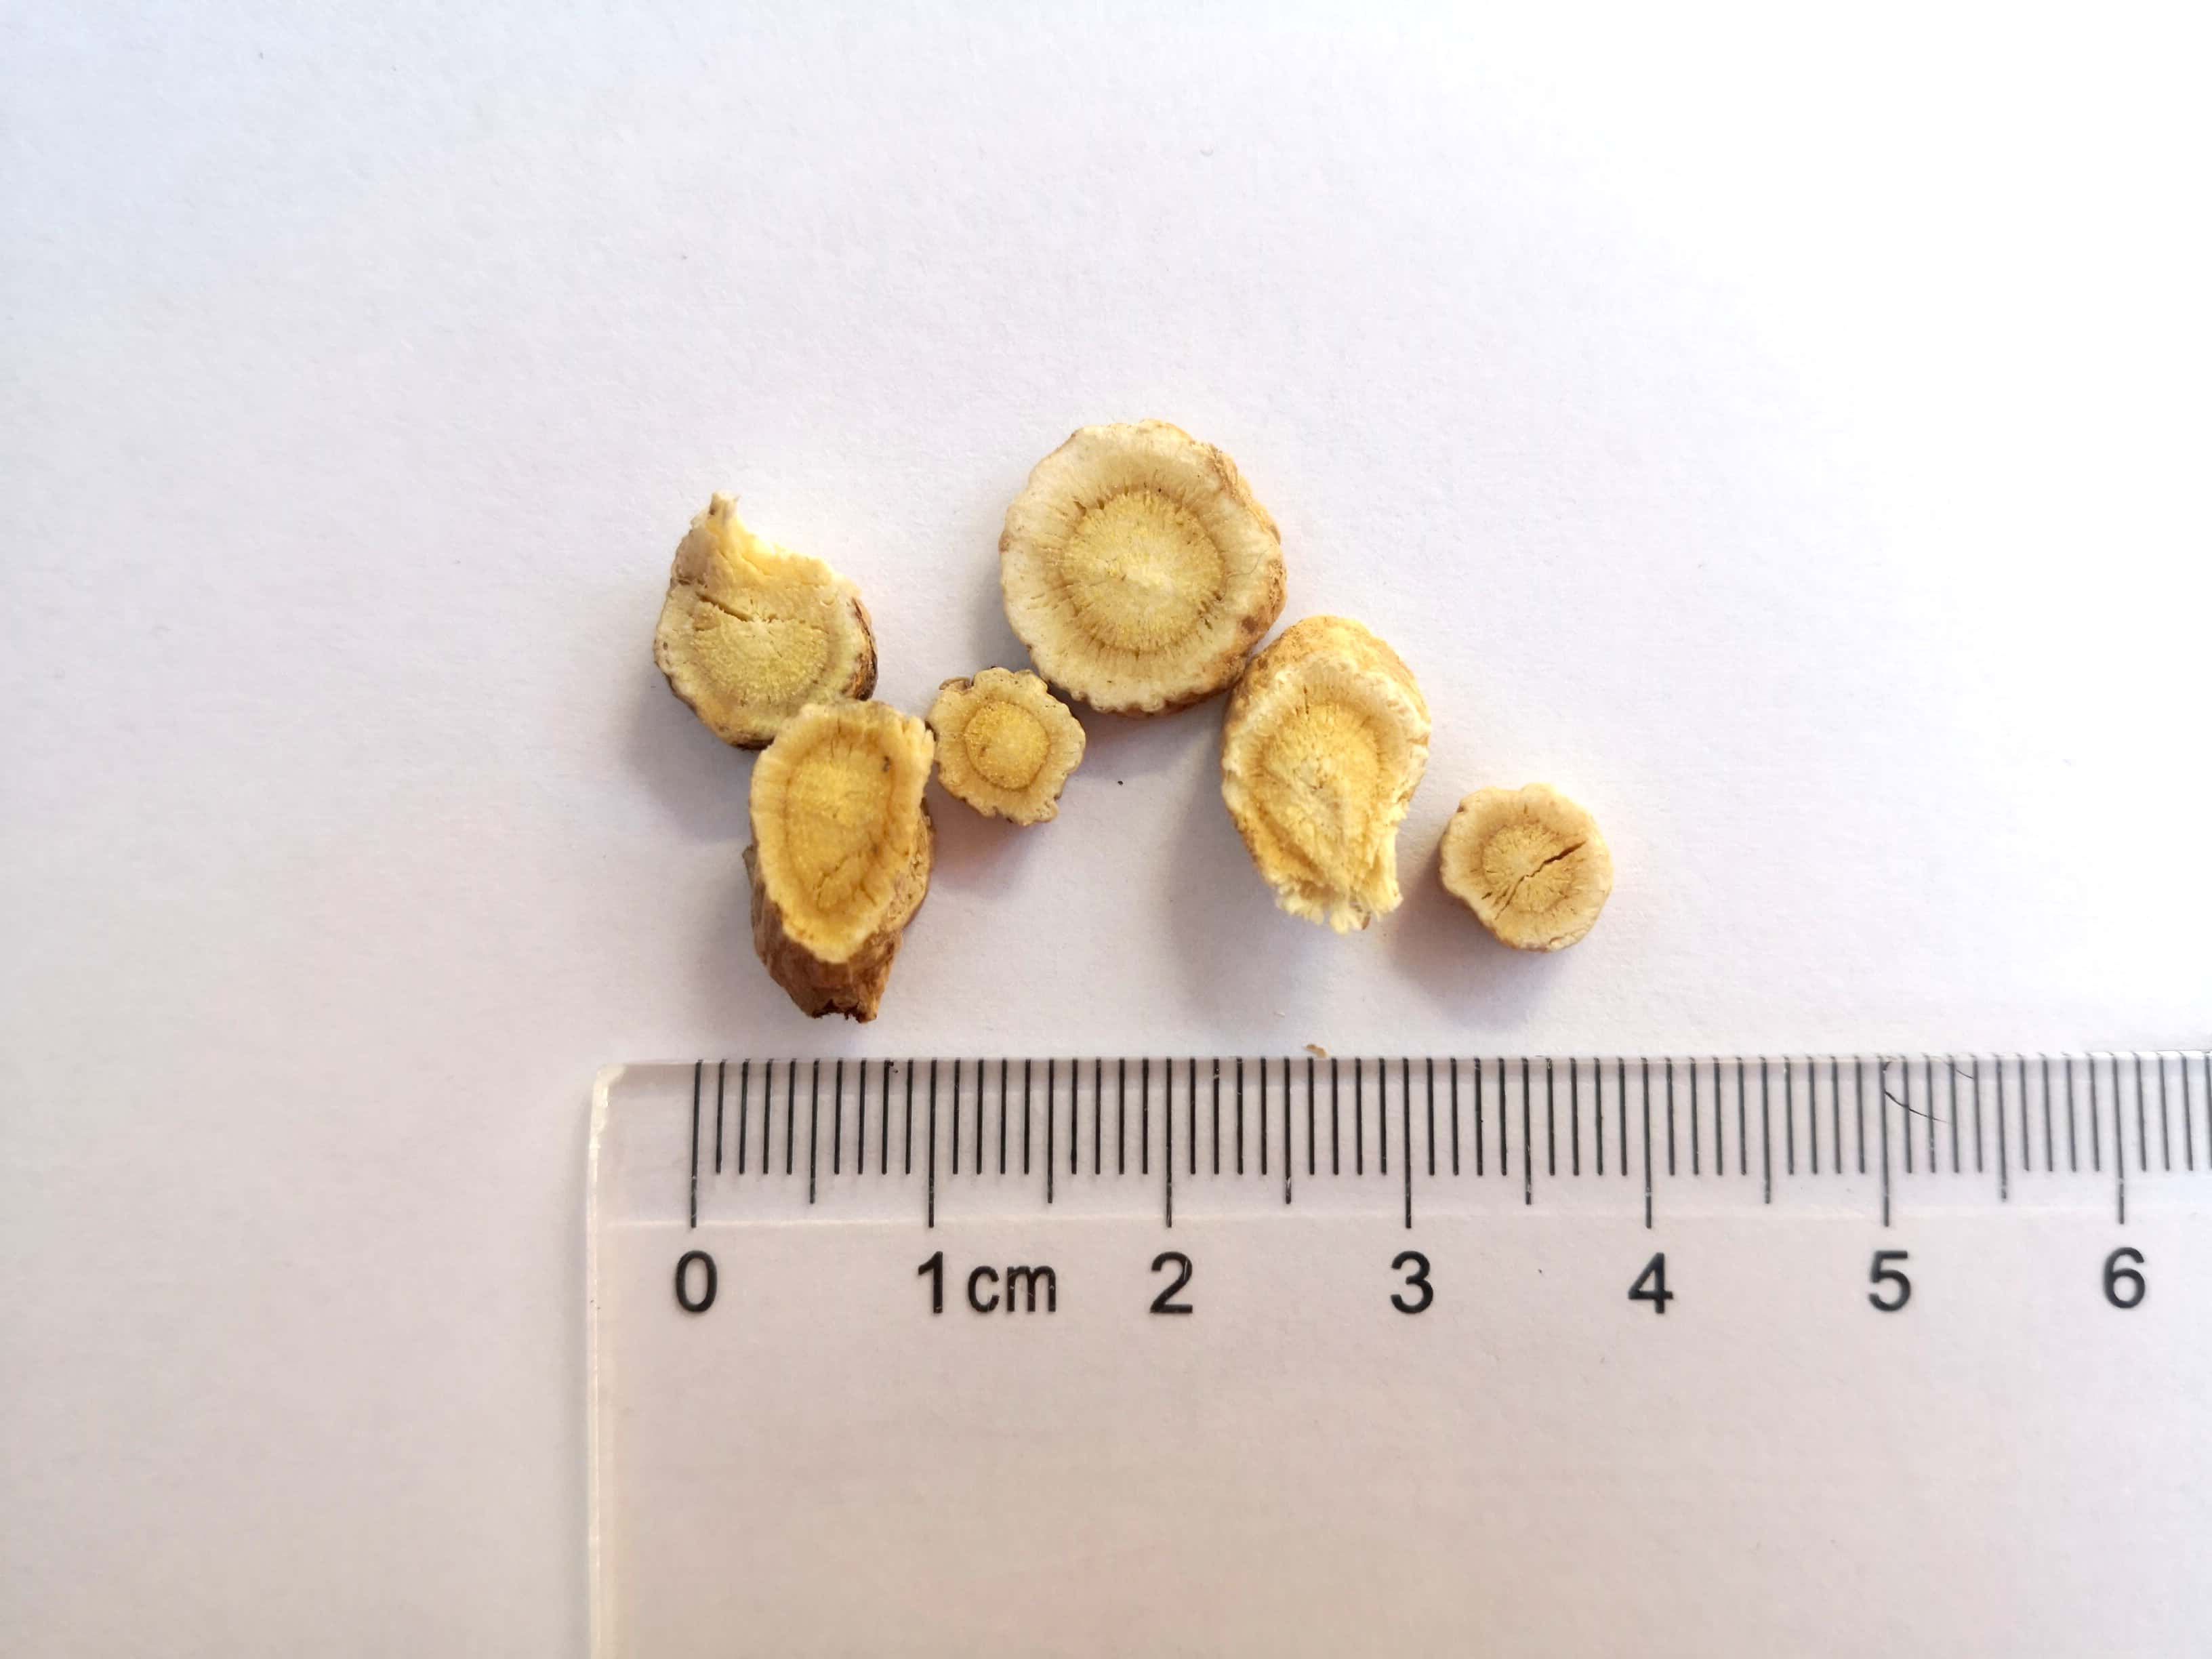 |
| QYDP19B | Redroot sage | 1912003 | Shanxi Tasly Plant Pharmaceutical Co., Ltd | 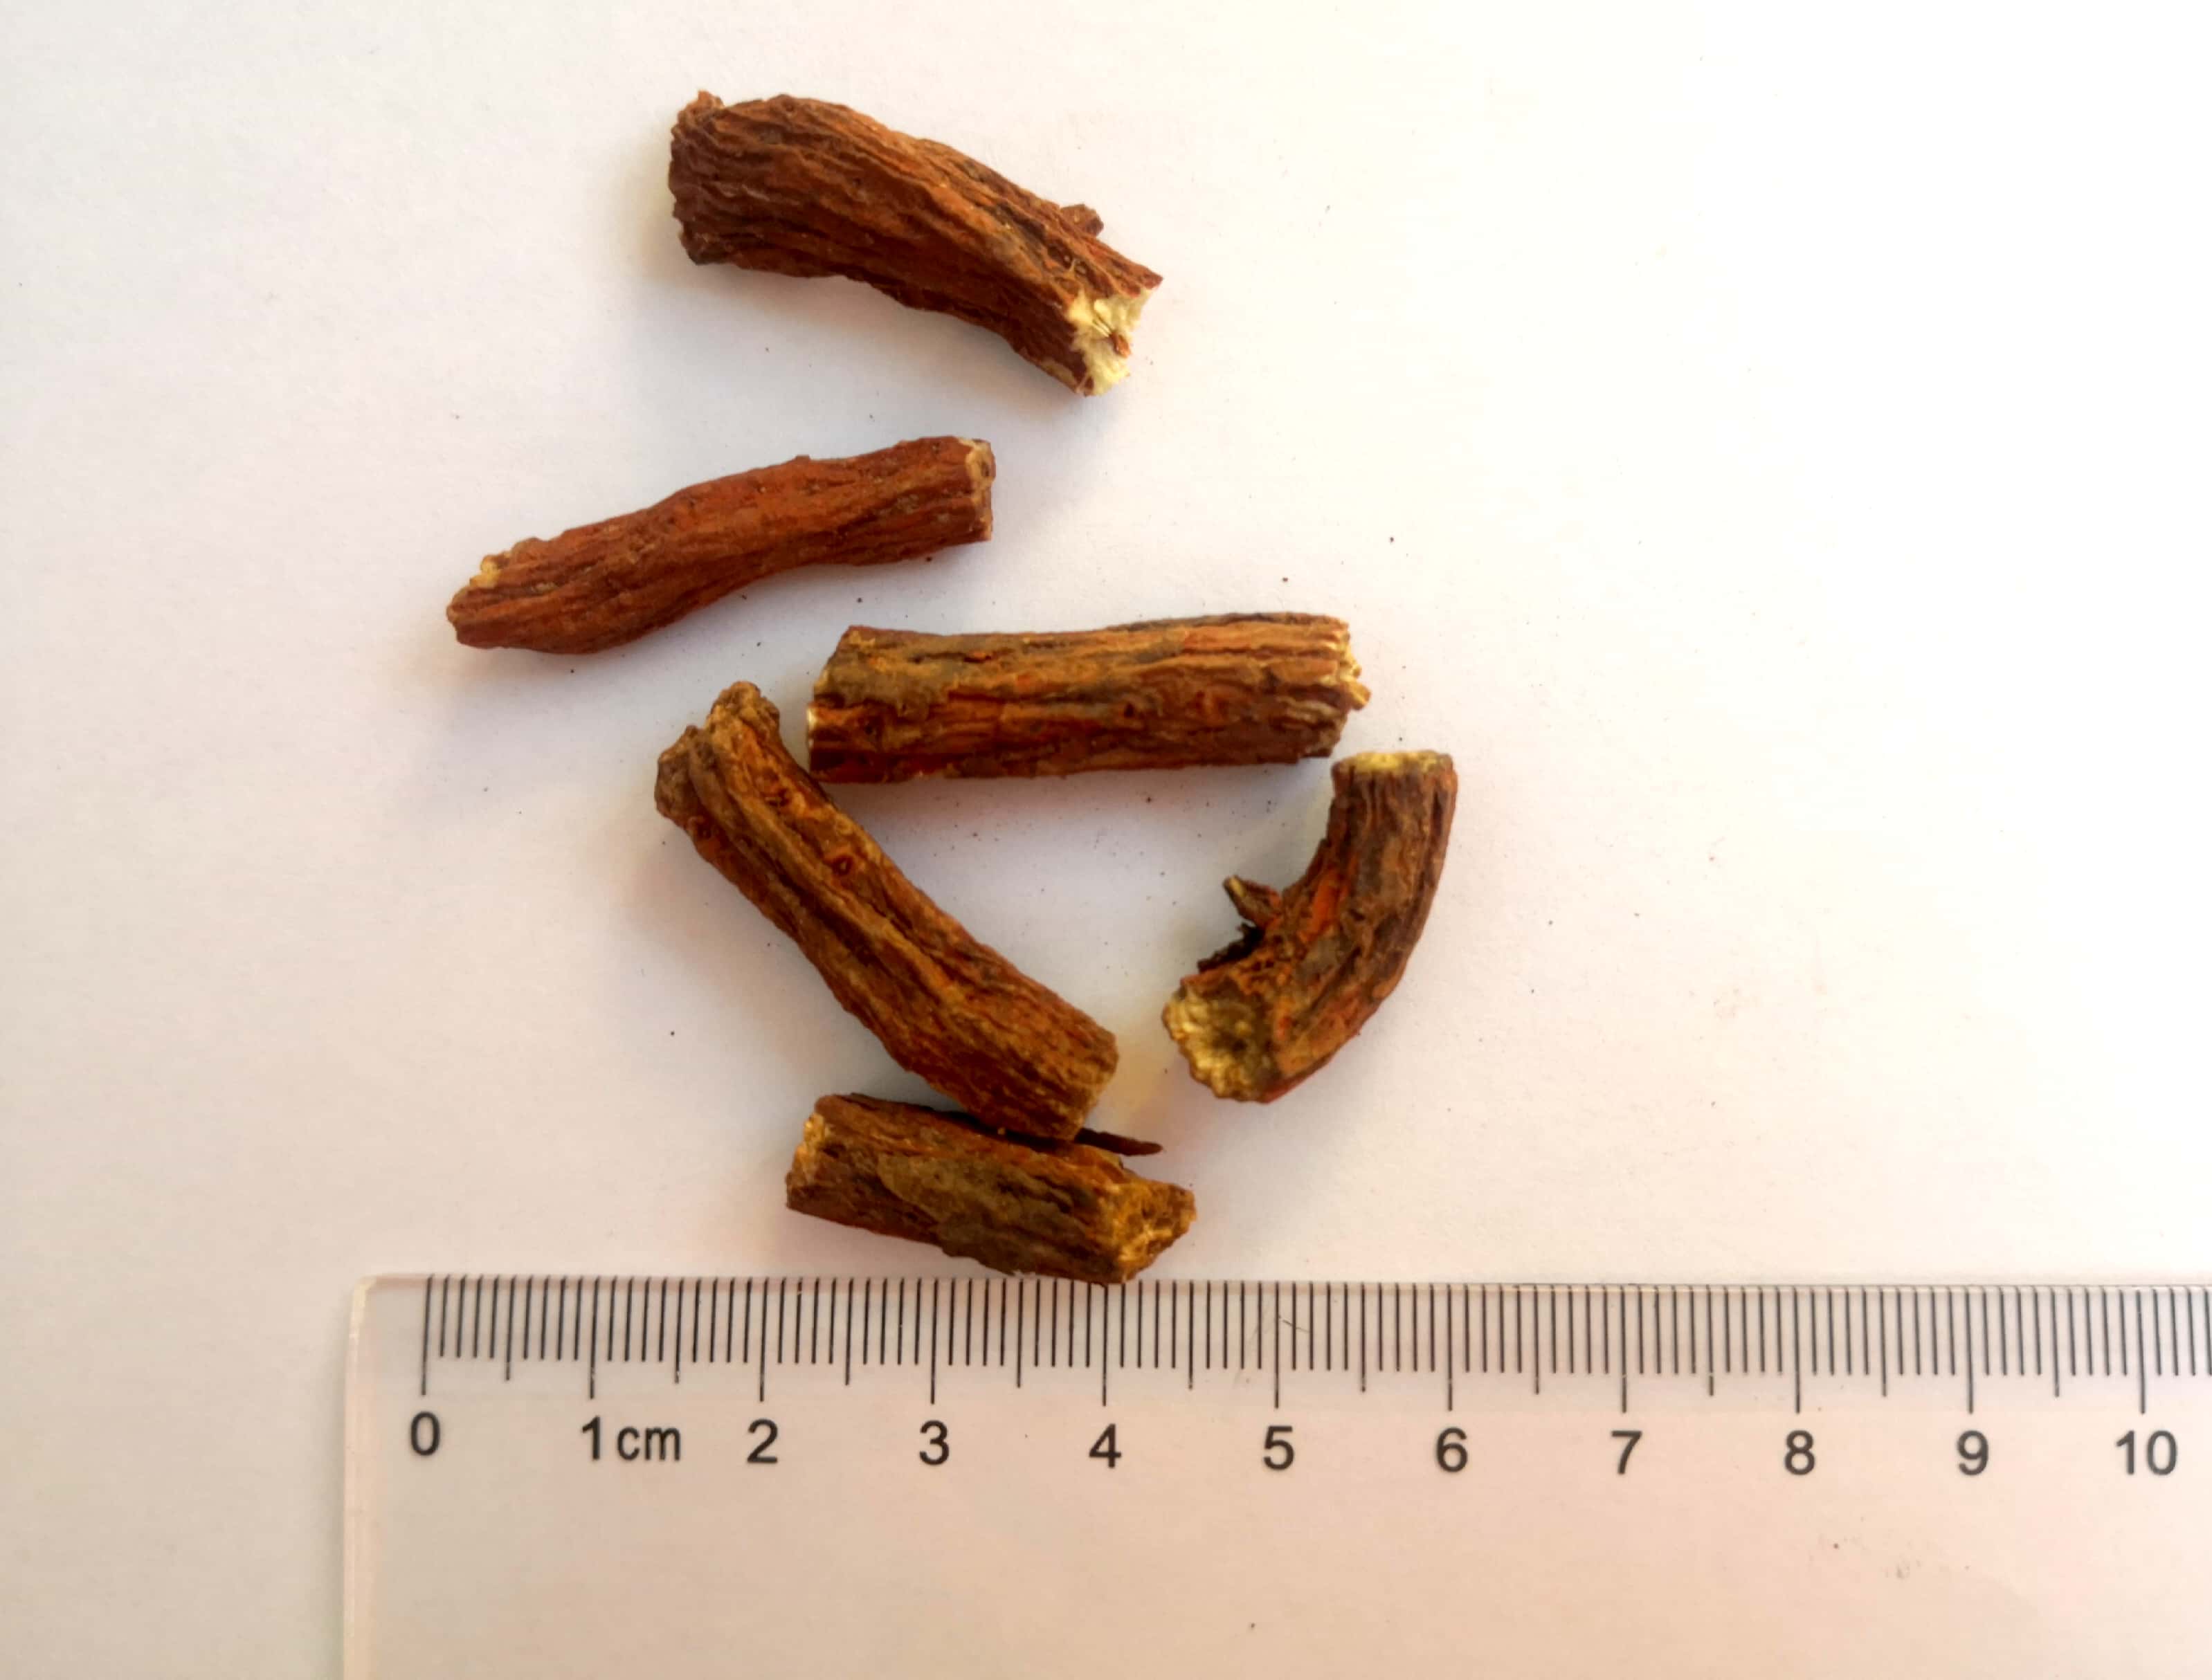 |
| QYDP19C | Pseudoginseng | 2002001 | Yunnan Tasly Notoginseng Pharmaceutical Co., Ltd | 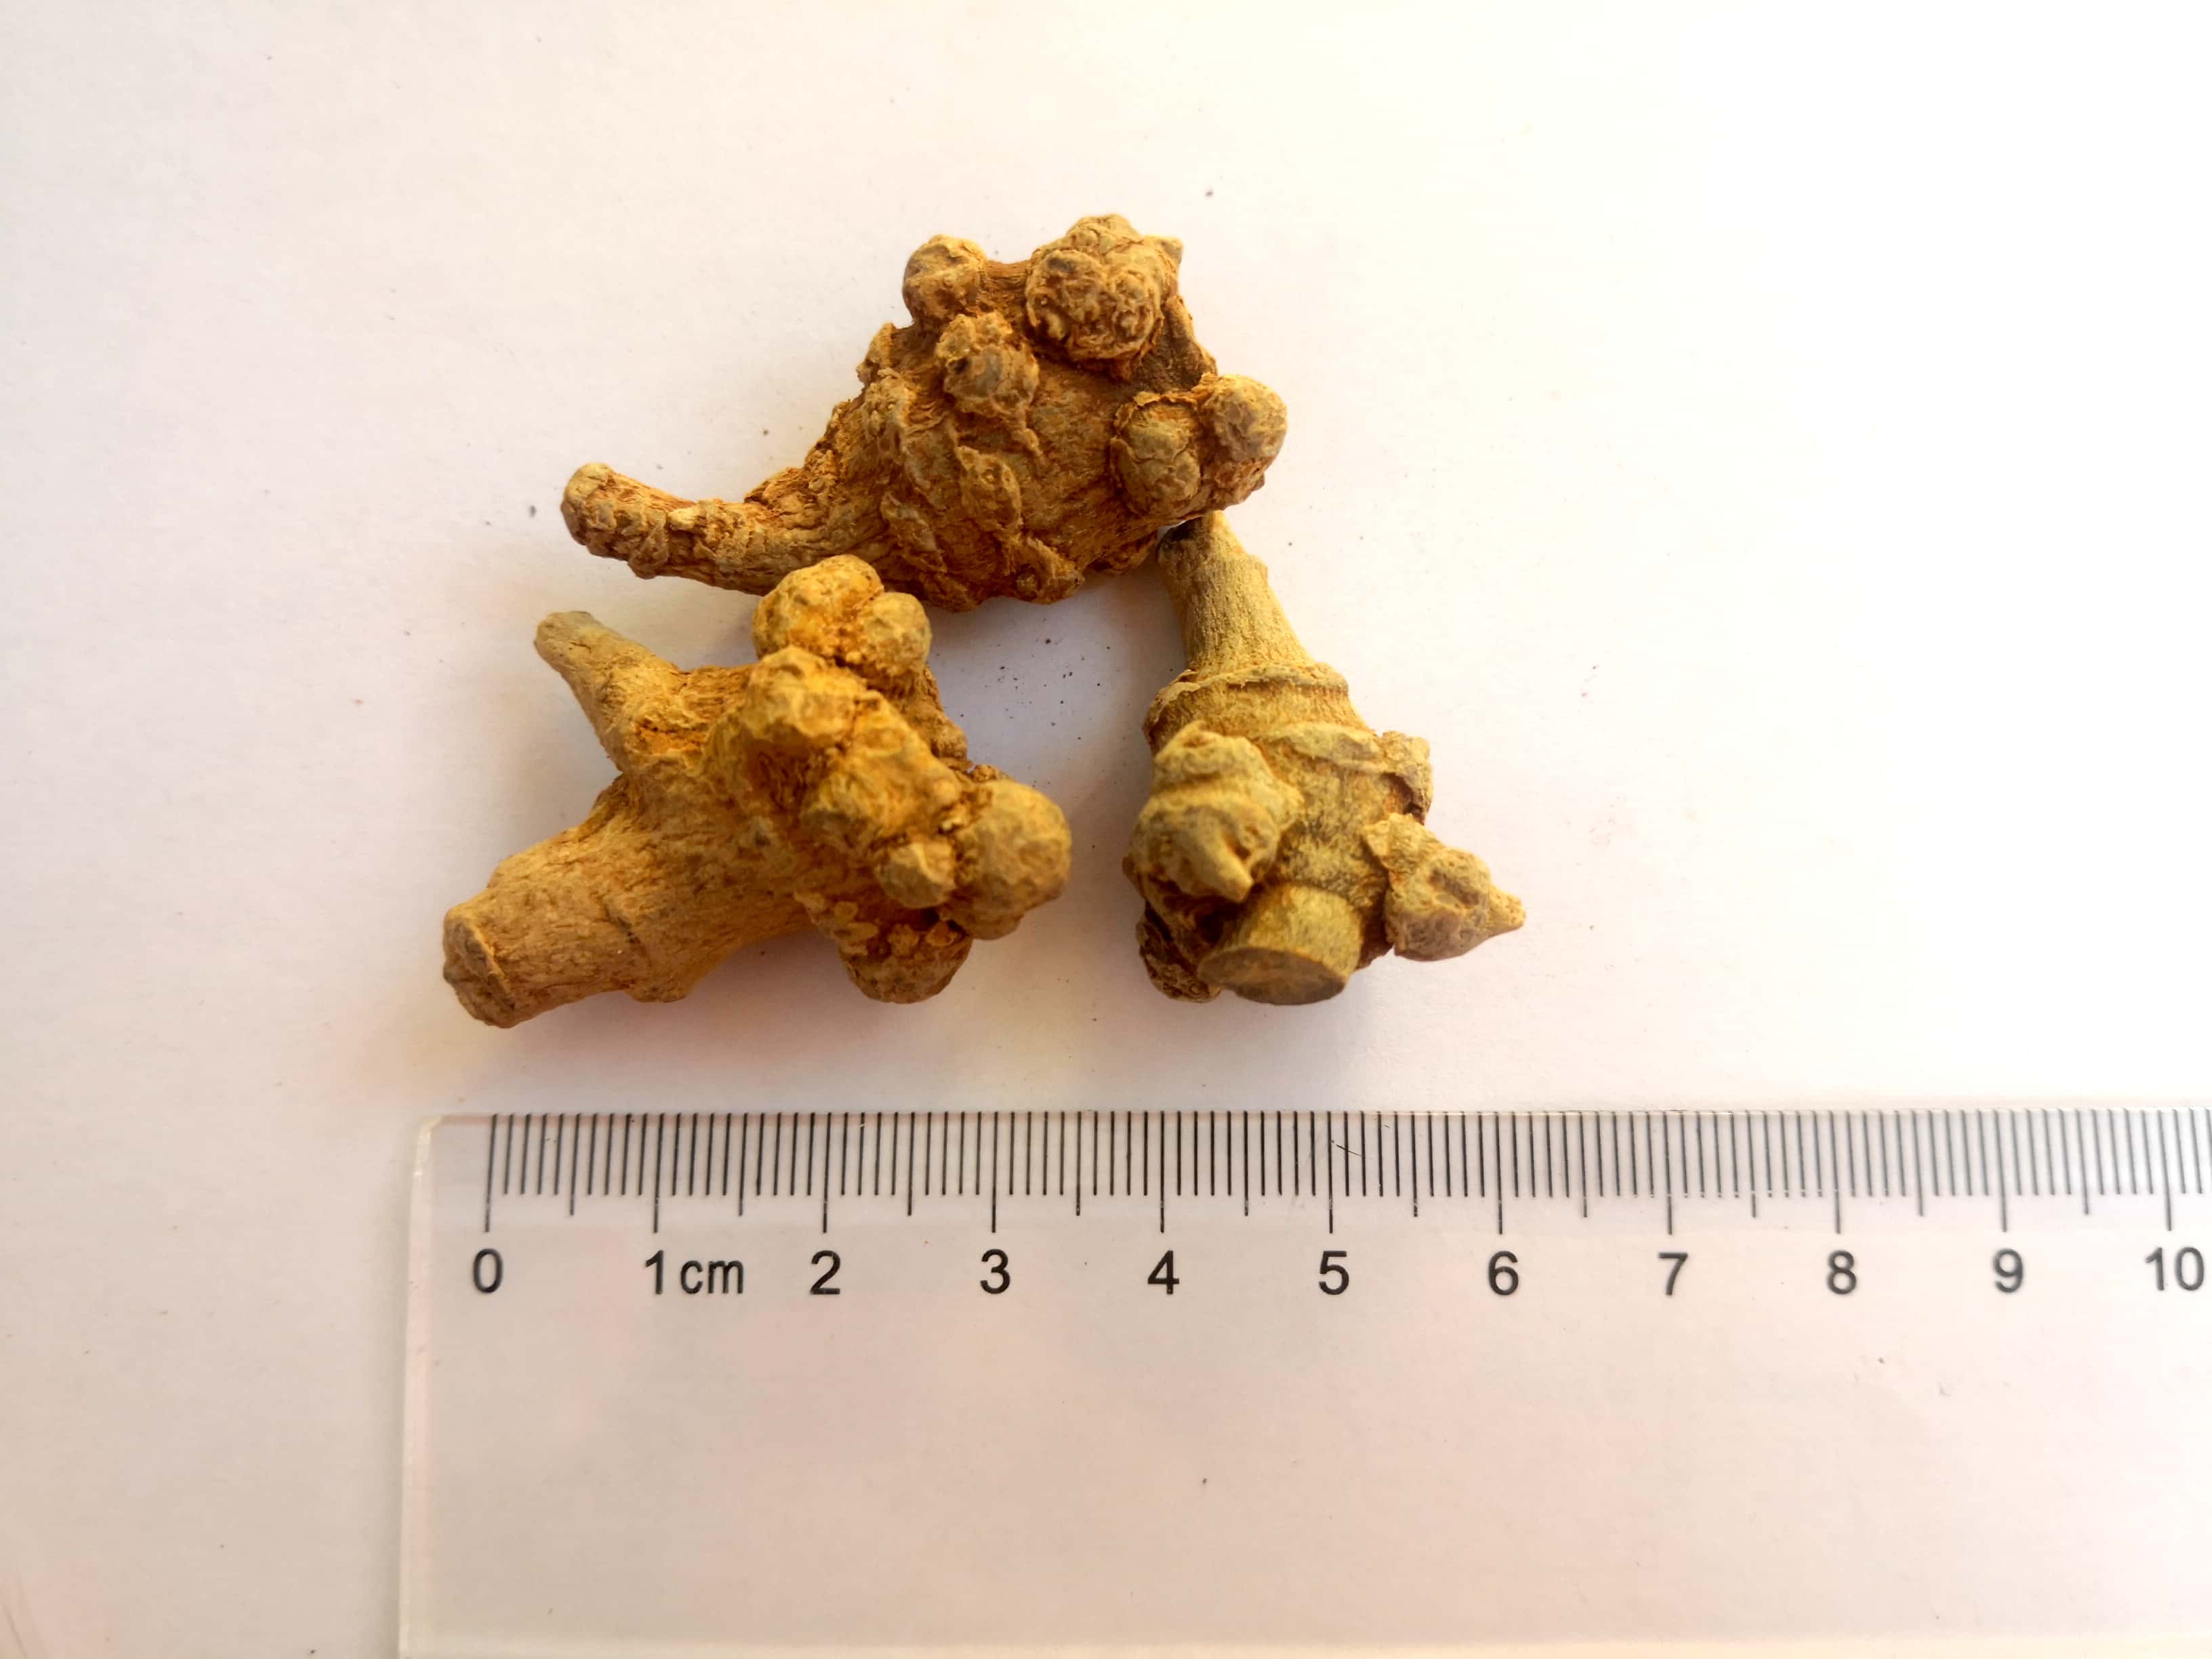 |
| QYDP19D | Fragrant rosewood | 2003001 | Anhui Yong Chinese Herbal Medicine Company Limited | 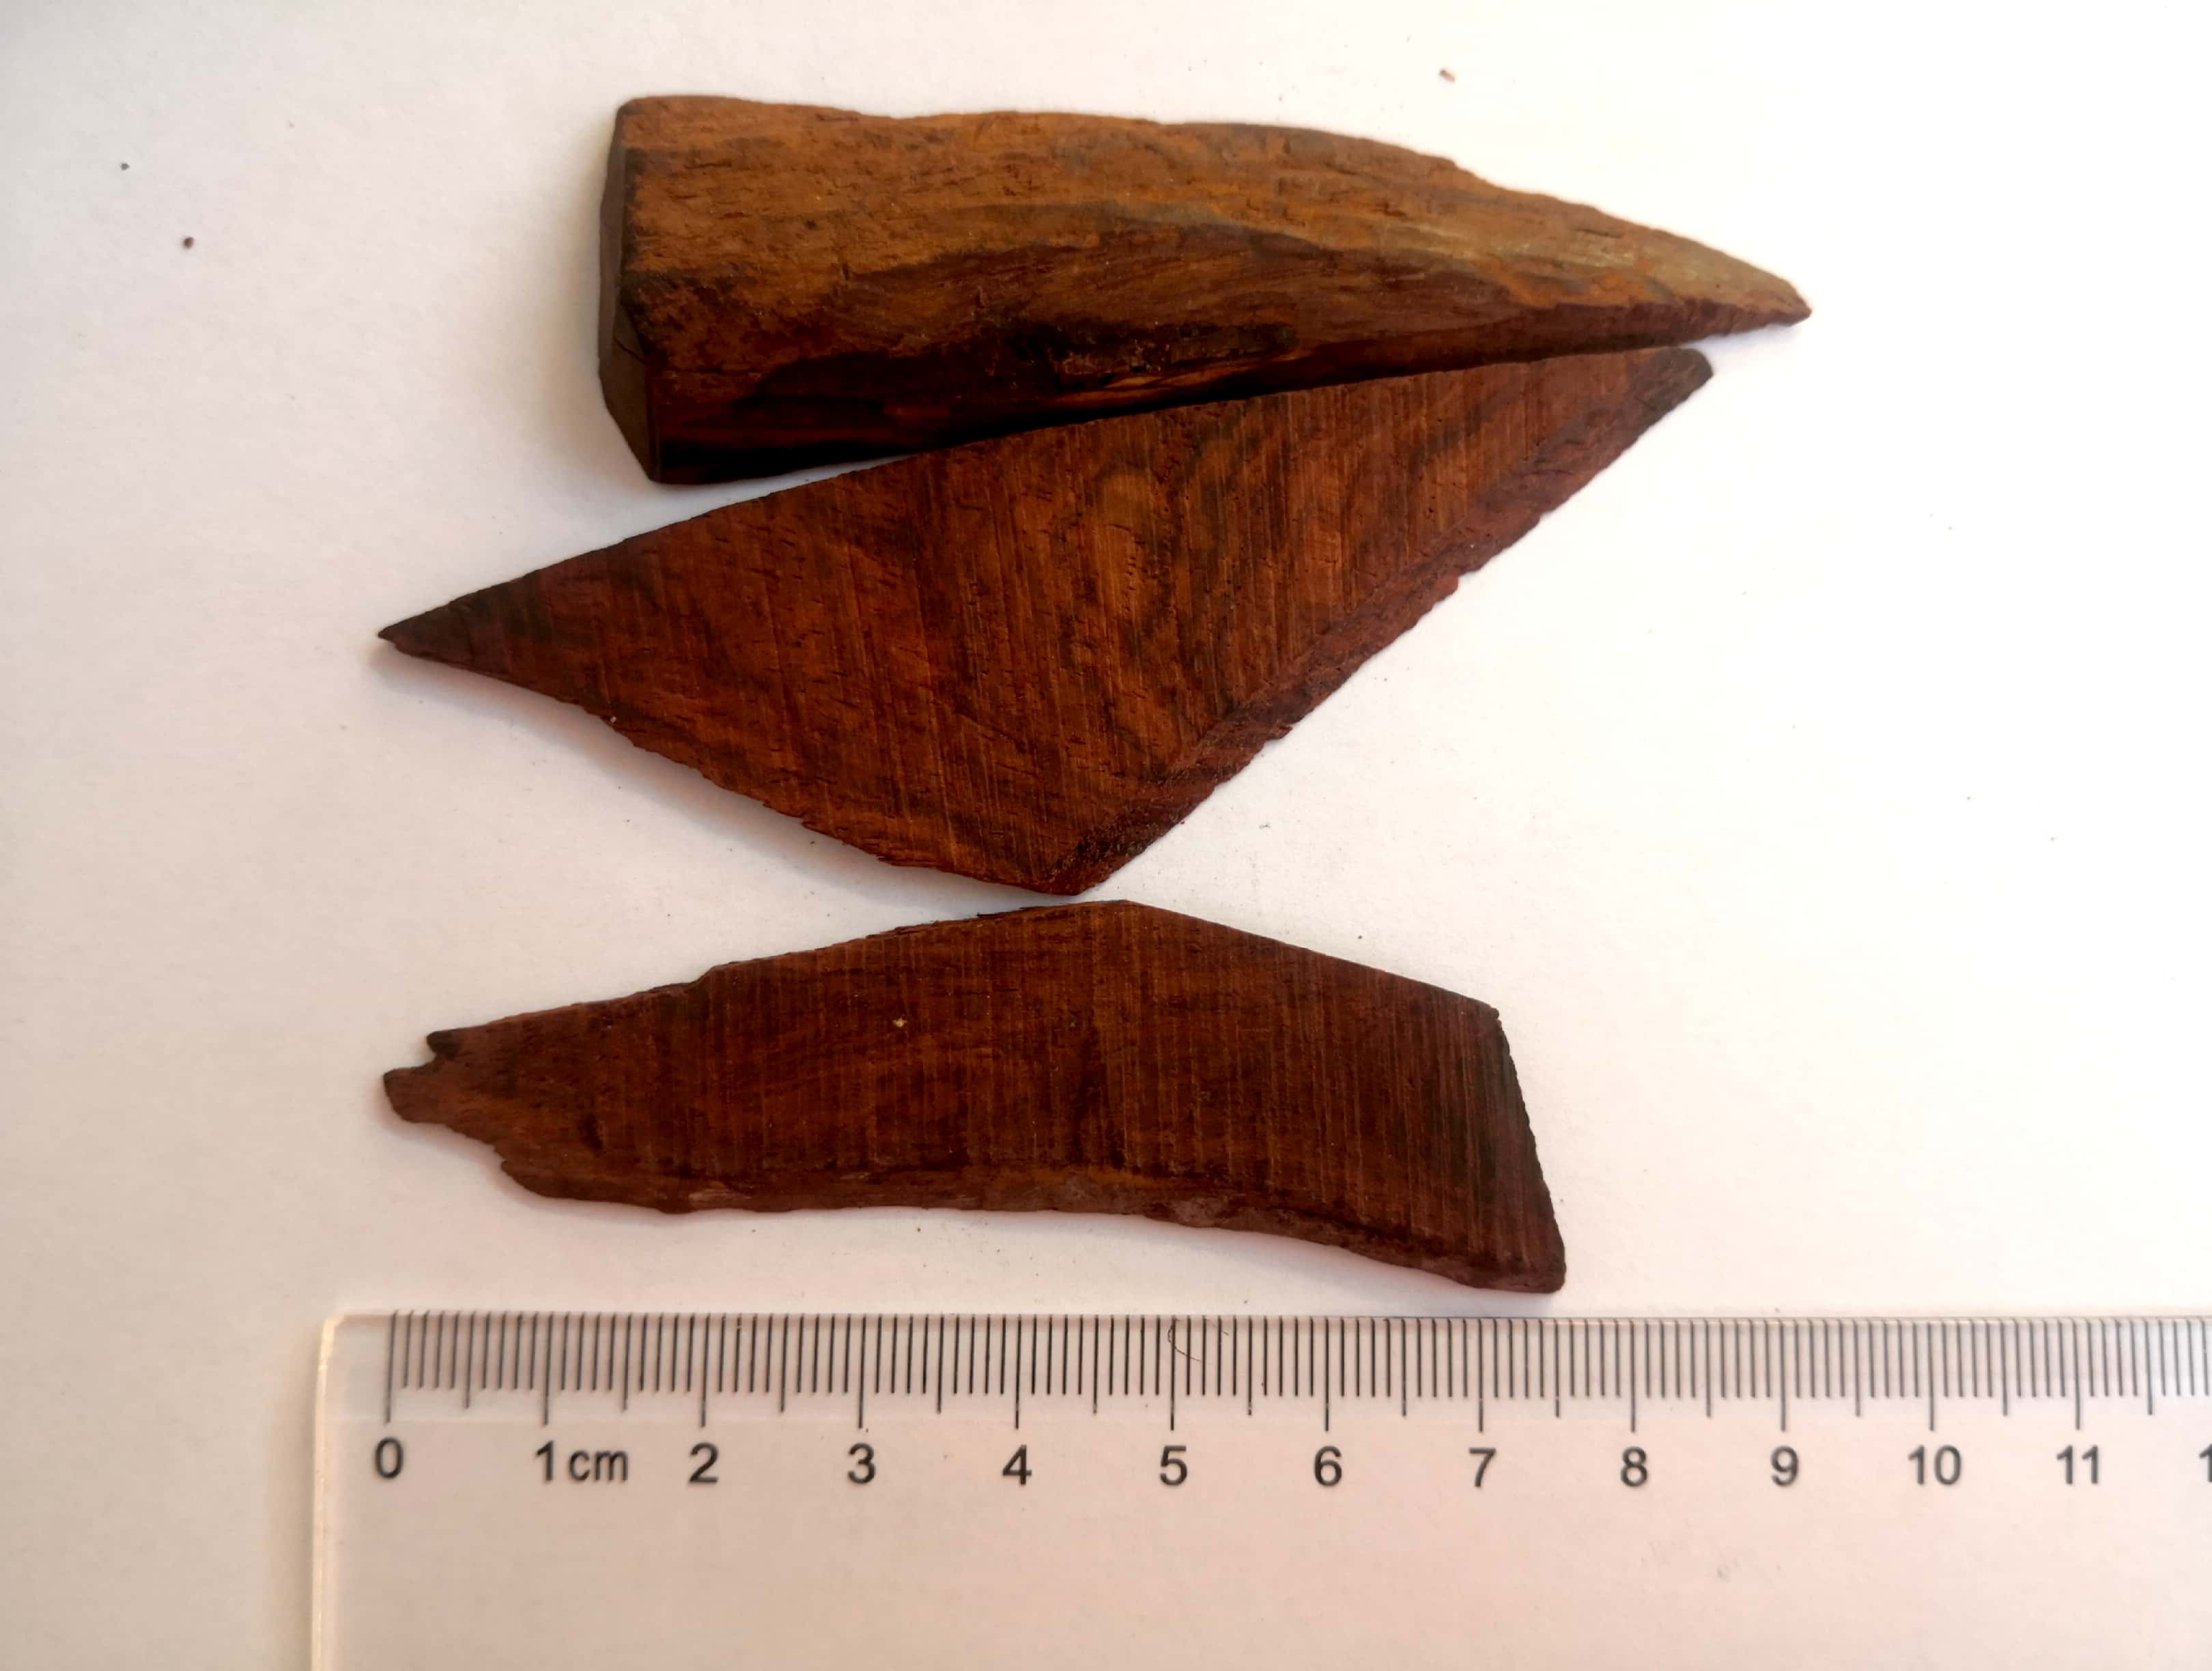 |

How the deposited data were processed for this re-analysis (not part of the article)

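Kidney cortex RNA of 3 HQYDP rats and 3 DM rats was measured on Affymetrix Rat Gene 2.0 ST arrays, 1 array per rat. The authors deposited log2 values per transcript, which were taken to be normalized between arrays already. The software, the summarization and the normalization are not given in the sources used here, and the base of the log was inferred from the range. The labels name each array as the kidney of a rat, and mark the 3 DM arrays alone as a re-analysis, so that a batch difference between the groups could not be tested. The general statistics of the paper name Student's t-test without naming a test for the arrays.

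Gene symbols came from the platform annotation, of which 18394 single-gene rows had an Entrez ID in the RefSeq table of GRCr8, and 0 symbols changed. No coordinates are given, since no build is named for the arrays. Rows paired with several genes were not used for named genes, and 291 genes had more than 1 row, of which the row with the highest mean was kept. No filter on dim genes was applied. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment, and the study thresholds were an unadjusted p under 0.05 and a fold over 1.5. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation and fry as alternatives. The tests, 39 lists, 40 with olfactory receptors, and the rule for named genes were set before the data were examined. The rule took the genes that the study names in its pathways, network and blots, the 10 largest rises and 10 largest falls without overlap between the groups, and up to 4 members of each list described. The gene names in the study's tables, which give no direction, had been seen by then.

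The fits were tested on simulated data in 20 sets of 18166 genes, drawn independently with spreads from limma's fitted prior and 200 changed genes. Of genes changed by 0.6, 1 and 2 on the log2 scale, 4.25%, 48.9% and 98.5% passed the adjusted threshold. These shares hold for this mix of 200 changed genes, since the adjusted threshold depends on how many genes change and by how much. Real genes vary together, which these sets leave out. Alternatives were the methods' t-test, Welch's test, an intensity trend, array weights, the replicate number as a block, quantile normalization, median centring, filters on dim genes, other rules for rows, other fold rules, and each array left out in turn. The enrichment and network analyses of the study need databases that were not used here. Arrays carry no counts, so their number limits the precision.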

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

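The tests of explanations in this part were chosen after the results were seen, apart from the counts over other splits of the arrays. No group had the 4 arrays needed to look for outlying arrays. The 3 gene lists of the next paragraph are not reported by the paper for its arrays, although it measured collagen I, α-SMA and fibronectin as proteins.

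Of 27 matrix and fibroblast genes, 11 were lower in HQYDP at the study thresholds and none higher (none adjusted over the list alone), led by Fn1 (camera adjusted p = 2.01e-11, and adjusted p = 0.311 with an estimated correlation). Of 18 macrophage markers, 11 were lower (3 adjusted over the list alone), such as Cd14 at -1.06 (camera adjusted p = 5.08e-11, and adjusted p = 0.311 with an estimated correlation). Of 12 immediate early genes, which respond within minutes to stimuli and to tissue handling, 7 were lower (7 adjusted over the list alone), such as Egr1 at -1.56, which did not pass without DM replicate 1 or 2 (camera adjusted p = 9.82e-08, and adjusted p = 0.311 with an estimated correlation). DM replicate 2 had the highest scores in all 3 lists, 0.92, 0.88 and 1.67 above the mean of the 6 arrays, and DM replicate 3 scored below that mean. Under the methods' t-test 0, 2 and 0 genes of the 3 lists were lower. Without DM replicate 2 they held 11 lower genes (2, 4 and 5), and their medians went from -0.59, -0.64 and -0.96 to -0.26, -0.42 and -0.53, still past camera with its preset correlation (adjusted p = 2.18e-05, 1.45e-05 and 0.000194). The counts were 2, 5 and 6 without HQYDP replicate 2, 14, 5 and 6 without DM replicate 1, 9, 11 and 6 without HQYDP replicate 1, 7, 8 and 7 without HQYDP replicate 3, and 16, 16 and 10 without DM replicate 3. These values go both ways, and DM replicate 2 as the only cause stays open. Vessel wall in its tissue piece was tested with Myh11, Des and Tagln, whose median in that array lay 0.35 above the other DM arrays, against 0.87 for the matrix genes, and 3 genes are too few to decide. A lower level of fibrosis and inflammation after QYDP is the biological candidate explanation and was not tested apart from these.

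Of the intercalated cell, thick limb and late proximal markers 6 of 12, 5 of 11 and 3 of 10 were higher in HQYDP at the study thresholds, and Cyp4b1 was lower (adjusted p = 0.144, 0.144 and 0.212 for the lists with an estimated correlation). All 3 higher late proximal markers are genes of Table 2, which the study chose on these samples. A lower share of interstitial and immune cells would raise all tubule segments alike. Relative to early proximal markers the 3 lists were higher by 0.70, 0.58 and 0.72, but for the smallest, 0.58, this was under 2 SD of the arrays, so that the test leaves it open. The early proximal list is itself not steady, since it passed camera as lower without HQYDP replicate 2 (adjusted p = 0.00329). Tissue pieces with more outer medulla would lower cortical markers. The podocyte and distal convoluted scores were higher by 0.19 and 0.36, while the early proximal score differed by -0.11, and with a median of 0.19 over lists that go both ways this cannot be told apart from an effect of QYDP on these segments.

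DM replicate 3 lay near the HQYDP arrays on the first principal component. The paper's creatinine, urea nitrogen, albumin, histology, PCR and protein values run as the labels say, but they are values of groups and do not identify the rat of 1 array. Over the genes past the study thresholds without it, its median position was 0.21 on a scale from the HQYDP mean (0) to the mean of the other DM arrays (1). HQYDP arrays left out in the same way gave 0.17 to 0.31, and DM replicates 1 and 2 gave 0.63 and 0.86, so that a mislabelled HQYDP array is consistent with this value. A measure tried first was the number of lists on which the array lay over 3 SD of the HQYDP arrays towards DM. It gave 6 of 20 lists and was set aside as a test because left-out HQYDP arrays also gave 2 or 3. For a left-out HQYDP array the SD came from only the 2 remaining HQYDP arrays, which is less steady, so these counts are not like for like. On its 6 lists DM replicate 3 lay 4.5 to 10.1 SD towards DM, with thick limb at 10.1, acute phase at 7.6 and fatty acid oxidation at 7. On the scale from 0 to 1 its highest list reached 1.40, and left-out HQYDP arrays reached 0.67 to 1.63. The SDs behind these distances rest on 3 HQYDP arrays, and 1.40 lies within the range of the left-out HQYDP arrays. These lists therefore cannot decide for or against a mislabelled array, and a diabetic rat with milder injury stays open too.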

How the results depend on the processing

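The additional t-tests on rows of 1 or several genes and on every row were chosen after seeing the data. No named gene reversed its direction, but the balance of higher and lower genes turned from mostly lower with limma to mostly higher with both per-gene tests and without DM replicate 2, HQYDP replicate 2 or HQYDP replicate 3. Genes at an adjusted p under 0.05 numbered 3 with limma, 0 with the methods' t-test and Welch's test, 8 with an intensity trend, 16 with array weights, 9 and 7 with the milder and the stricter filter on dim genes, 0 over every row of the table, and 0 to 151 when 1 array was left out, the last without DM replicate 3. Genes at the study thresholds numbered 596 (266 higher, 330 lower, 44.6% higher) with limma, 278 (159, 119, 57.2%) with the methods' t-test, 200 (115, 85, 57.5%) with Welch's test, 362 (154, 208) with the stricter filter on dim genes, 1121 (554, 567) over every row, 123 (43, 80) with a fold over 2, 289 (164, 125) with the methods' t-test on rows of 1 or several genes, and 569 (305, 264) with it on every row. Leaving out 1 array gave 504 to 1109 genes, 272 to 397 higher, 219 to 730 lower and 34.2% to 56.5% higher. The highest total was without DM replicate 3 and the lowest without DM replicate 2. With Welch's test 1 of the 4 PCR genes, 17 of the 26 genes of Table 3 and 5 of the 11 network genes passed. Of 22 lists past camera, 0 passed with an estimated correlation and 5 passed fry's directional test. Of all 40 lists 18 passed its mixed test, among them 3 of the 4 Wnt lists, whose called genes other than Jun are genes of Table 3. The cause of these differences was not tested, apart from the fewer genes or arrays in some. The replicate block gave 661 genes at the study thresholds, 592 of them shared with the fit without it, and 2 at the adjusted threshold. Same-numbered arrays had deviation correlations of 0.14, -0.08 and 0.21, so the numbers were not taken as pairs. In 10 splits of the 6 arrays into 3 and 3, the real one was the 1 with the most calls. It gave 3 genes at the adjusted threshold against at most 1, 596 against at most 509 at the study thresholds, and 22 lists against at most 17. These splits are too few for a share under 0.05. The split with 509 exchanges HQYDP replicate 1 and DM replicate 3. Dim genes such as Wnt1 are the most limited by signal over background, which was not given.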

Differences from the paper's values

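The paper's text gives 316 differentially expressed genes, and limma at the same thresholds gave 596. The paper's count of downregulated genes is 127, and limma gave 330. The count of upregulated genes, 189 in the paper, was 266. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's under the methods' t-test (278) and with the stricter filter on dim genes (362). The lower count did so under the methods' t-test (119) and Welch's test (85). The other alternatives did not bring these 2 counts within 1.5 times. The methods' t-test on rows of 1 or several genes, which was chosen after seeing the values, gave 289 genes, 164 higher and 125 lower. The methods' t-test on every row, also chosen after seeing the values, gave 569 genes, 305 higher and 264 lower, which is not within 1.5 times the paper's counts. The first of these drops none of the 139 matched genes of Tables 2 and 3. The paper has more upregulated than downregulated genes. With limma 44.6% of the genes were higher, and with the methods' t-test 57.2%.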

Other observations

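Some immune and cell cycle genes were lower in HQYDP at the study thresholds, though most members of each list were not. Of 17 chemokines, cytokines and adhesion molecules 6 were lower (2 adjusted over the list alone), such as Ccl2 at -1.66 and Cxcl10 at -1.03 (camera adjusted p = 3.99e-07, and adjusted p = 0.311 with an estimated correlation). Of 17 cell cycle genes 7 were lower, such as Ttk at -1.12 and Nuf2 at -0.94, while Melk at 1.01 and Kifc1 at 0.67 were higher (5 lower and 2 higher adjusted over the list alone; camera adjusted p = 1.4e-06, and adjusted p = 0.311 with an estimated correlation). DM replicate 2 stood apart in the chemokine list, with a score of 0.96 against 0.13 and -0.20 in DM replicates 1 and 3, and without it the median went from -0.63 to -0.18, Ccl2 to -0.98 and Cxcl10 to -0.60. The cell cycle median went from -0.57 to -0.27 without DM replicate 1. Kifc1 did not pass without HQYDP replicate 3. Under the methods' t-test 2 of 17 chemokines, cytokines and adhesion molecules and 4 of 17 cell cycle genes were lower, and Melk and Kifc1 higher. Of 12 lymphocyte markers Cd4 was lower at -1.03, and of 7 neutrophil markers Cxcr2 was lower at -0.92. Camera gave these lists adjusted p of 8.16e-05 and 0.0222, and 0.311 and 0.309 as adjusted p with an estimated correlation. Of 7 podocyte markers none passed the study thresholds, with Nphs1 at 0.49 (camera adjusted p = 0.0285, and adjusted p = 0.286 with an estimated correlation). Slc8a1 was the 1 of 8 distal convoluted tubule markers past the thresholds (camera adjusted p = 0.00151, and adjusted p = 0.232 with an estimated correlation). None of 11 principal cell and none of 5 inner medulla markers passed (camera adjusted p = 0.0387 and 0.0338, and adjusted p = 0.311 and 0.466 with an estimated correlation). Of 2 red cell genes Hba-a1 was higher at 1.16 (camera adjusted p = 0.0491, and adjusted p = 0.309 with an estimated correlation). Leaving out 1 array ended the camera call of the neutrophil (0.168 without DM replicate 1, 0.0634 and 0.0652 without HQYDP replicate 1 and 2), podocyte (0.123 and 0.0656 without DM replicate 1 and 3, 0.0633 without HQYDP replicate 1), principal cell (0.377 and 0.188 without DM and HQYDP replicate 2), inner medulla (0.453, 0.217 and 0.0714 without DM replicate 2, HQYDP replicate 2 and HQYDP replicate 1) and red cell lists (0.335, 0.0512, 0.136 and 0.0559 without DM replicate 2, DM replicate 3, HQYDP replicate 2 and HQYDP replicate 3). When 1 array was left out, lower genes numbered 3 to 8 of the chemokine list, 4 to 12 of the cell cycle list, 0 to 5 of the lymphocyte list (0 without DM replicate 1 or 2, 5 without DM replicate 3) and 1 to 2 of the neutrophil list, and 1 to 3 distal convoluted markers were higher. Cd4, Cxcr2 and Hba-a1 did not pass under the methods' t-test. Without DM replicate 2 the lymphocyte median went from -0.36 to -0.21 and the distal convoluted median from 0.396 to 0.205.

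Clock genes went both ways, with Nr1d1 at 0.96, Dbp at 0.91 and Tef at 0.76 higher and Nfil3 at -1.06 lower (camera adjusted p = 0.601). So did Nrf2 targets, with Osgin1 at 1.39 and Hmox1 lower (camera adjusted p = 0.576), and hypoxia genes had Hilpda at -0.63 and Ndrg1 at -0.59 lower (camera adjusted p = 0.898). Dbp did not pass under the methods' t-test, and the hypoxia genes did not pass without HQYDP replicate 3. Ndrg1 did not pass without DM replicate 1 either, and without DM replicate 3 only 1 hypoxia gene was lower at the study thresholds. Fry's mixed test passed the clock, Nrf2, hypoxia, adipocyte and renin-angiotensin lists (adjusted p = 0.0241, 0.00887, 0.0241, 0.00312 and 0.00703). Camera gave an adjusted p of 0.37 for mural cell and adrenal markers, 0.654 for adipocyte and cholesterol genes, 0.813 for endoplasmic reticulum stress, 0.4 for the renin-angiotensin system, 0.676 for gluconeogenesis and 0.813 for the Y-linked Uty. Of 1158 olfactory receptors, which are not expected in kidney, 29 were higher and 5 lower, with a median of 0.10 (camera adjusted p = 3.36e-05, and adjusted p = 0.455 with an estimated correlation). When 1 array was left out 27 to 80 were higher and 5 to 12 lower, with 80 without HQYDP replicate 3 and 60 without HQYDP replicate 1. Without HQYDP replicate 2 the median was 0.01 and the list did not pass camera (adjusted p = 0.411).

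The paper measured collagen I and fibronectin as proteins. On the arrays Col1a1 had a log2 difference of -0.68 (standard error 0.26, adjusted p = 0.589 from limma), Col1a2 -0.48 (standard error 0.24, adjusted p = 0.728 from limma) and Fn1 -1.37 (standard error 0.38, adjusted p = 0.396 from limma). Col1a2 did not pass the study thresholds, and Col1a1 and Fn1 did not pass them under the methods' t-test, nor Col1a1 without HQYDP replicate 2 or DM replicate 2. Without DM replicate 2 Fn1 had -0.91 and Col1a1 -0.39. Acta2 is not paired with a row used here. Of 18166 genes, 12.1% had no overlap between the groups, against 10% by chance.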
